# A long non-coding RNA essential for early embryonic development improves somatic cell nuclear transfer somatic cell nuclear transfer efficiency in goats

**DOI:** 10.1530/REP-23-0053

**Published:** 2023-09-08

**Authors:** Miaomiao Jin, Lu Zhao, Hanwen Yang, Jianglin Zhao, Hongwei Ma, Yanzhi Chen, Jingcheng Zhang, Yan Luo, Yong Zhang, Jun Liu

## Abstract

**In brief:**

Early embryonic development in goats is a complex and an important process. This study identified a novel long non-coding RNA (lncRNA), *lncRNA3720*, that appears to affect early embryonic development in goats through histone variants.

**Abstract:**

Although abundant lncRNAs have been found to be highly expressed in early embryos, the functions and mechanisms of most lncRNAs in regulating embryonic development remain unclear. This study was conducted to identify the key lncRNAs during embryonic genome activation (EGA) for promoting embryonic development after somatic cell nuclear transfer (SCNT) in goats. We screened and characterized lncRNAs from transcriptome data of *in vitro*-fertilized, two-cell (IVF-2c) and eight-cell embryos (IVF-8c) and eight-cell SCNT embryos (SCNT-8c). We obtained 12 differentially expressed lncRNAs that were highly expressed in IVF-8c embryos compared to IVF-2c and less expressed in SCNT-8c embryos. After target gene prediction, expression verification, and functional deletion experiments, we found that the expression level of *lncRNA3720* affected the early embryonic development in goats. We cloned full-length *lncRNA3720* and over-expressed it in goat fetal fibroblasts (GFFs). We identified histone variants by analyzing the transcriptome data from both GFFs and embryos. Gene annotation of the gene library and the literature search revealed that histone variants may have important roles in early embryo development, so we selected them as the potential target genes for *lncRNA3720*. Lastly, we compensated for the low expression of *lncRNA3720* in SCNT embryos by microinjection and showed that the development rate and quality of SCNT embryos were significantly improved. We speculate that *lncRNA3720* is a key promoter of embryonic development in goats by interacting with histone variants.

## Introduction

Terminally differentiated cells can be reprogramed into a totipotent state by somatic cell nuclear transfer (SCNT) which can be used to generate full-term mammals (Yang *et al.* 2007). Thus, SCNT has potential applications in agriculture, regenerative medicine and endangered species preservation (Liu *et al.* 2018). However, the extremely low cloning efficiency restricts the wider use of SCNT.

In recent years, many molecular mechanisms for abnormal development of cloned embryos have been discovered by using high-throughput sequencing. Numerous studies have reported that the factors affecting SCNT efficiency may include aberrant epigenetic modification in cloned embryos, such as DNA hypermethylation (Dean *et al.* 2001, Peat & Reik 2012), histone hypoacetylation (Iager *et al.* 2008) and abnormal histone methylation (Matoba *et al.* 2014, Liu *et al.* 2016*b*, Xie *et al.* 2016). Abnormal epigenetic modification results in abnormal gene expression and arrest of embryo development. It has been reported that the abnormal epigenetic modification was mainly concentrated in the non-coding sequences of the genome (Rinn *et al.* 2007, Matoba *et al.* 2014). Recently, emerging evidence has indicated that lncRNAs play an important role in early embryonic development by improving the reprograming efficiency of SCNT. Impeding *Xist* (X-inactive specific transcript) expression improved SCNT efficiency in mouse and pig (Matoba *et al.* 2014, Ruan *et al.* 2018). HPAT5, a primate-specific lincRNA, regulates pluripotency during human preimplantation development and nuclear reprograming (Durruthy-Durruthy *et al.* 2016). LincGET is essential for mouse embryonic development beyond the two-cell stage (Liu *et al.* 2016*a*). lncRNA 137 was also crucial for cleavage stage embryonic development in goat embryos (Han *et al.* 2018). Wu *et al.* revealed that lncRNAs potentially functioned synergistically in the cellular reprograming of SCNT embryos (Wu *et al.* 2018). In addition, the lncRNAs, TCONS_00166370 and TCONS_00020255, may play a vital role in porcine early embryogenesis (Li *et al.* 2016). Consequently, we speculated that lncRNAs may play a significant role in goat early embryos by facilitating reprograming in SCNT.

While EGA is critical for early embryonic development during the reprograming of SCNT, other genes involved include *MuERV-L*, *ZSCAN4*, *EIF1AX* and *Hsp07.1* (Shin *et al.* 2010, Liu *et al.* 2019*b*). Many lncRNAs were found to be closely associated with upregulation of their homologs in ZGA of mice (Hamazaki *et al.* 2015, Arlic *et al.* 2017). Histones are the primary proteins controlling gene expression; in addition to the canonical histones added during DNA replication, there are non-canonical histone variants. Histone variants can induce local epigenetic changes by modulating the structure and stability of nucleosomes or by recruiting variant-specific interacting proteins, thereby affecting chromatin accessibility (Buschbeck & Hake 2017). Among the histone H2A family, H2A.Z is involved in EGA (Ibarra-Morales *et al.* 2021) and gene regulation (Mylonas *et al.* 2021) in the nucleus and compensates for H3.3 during EGA to promote embryonic development (Shindo & Amodeo 2019).

In our previous study, we obtained lncRNA and mRNA expression profiles during EGA in goats by RNA sequencing and a set of lncRNAs highly expressed in eight-cell embryos (Deng *et al.* 2019). In this study, we analyzed the transcriptome of SCNT embryos and found abundant, highly expressed lncRNAs in IVF-8c embryos that were insufficiently activated in SCNT embryos. We identified a critical lncRNA (*lncRNA3720*) that promoted development of early embryos. Overexpression of *lncRNA3720* improved the developmental potential of goat SCNT embryos.

## Materials and methods

### Collection of oocytes and* in vitro* maturation

Goat ovaries were collected from a local abattoir and transported to our laboratory in sterile saline solution within 3-4 h at a controlled temperature of about 20°C. We opened the follicles (from 2 to 6 mm in diameter) with a sterile scalpel in phosphate-buffered saline (PBS) supplemented with 3% fetal bovine serum and collected the cumulus–oocyte complexes (COCs) of uniform size and with complete granulosa cells. The embryos were then washed three times with PBS and cultured in medium TCM-199 (Gibco, BRLGrand Island) supplemented with 10% FBS, 0.2 mmol/L sodium pyruvate, 0.075 IU/mL human menopausal gonadotropin, 1 μg/mL 17β-estradiol, 10 ng/mL epidermal growth factor, and 1% insulin–transferrin–selenium for 22–24 h under the conditions of 38.5°C in 5% CO_2_. After IVM, COCs were incubated in PBS with 0.1% bovine testicular hyaluronidase, and cumulus cells were gently removed by pipetting. Oocytes with evenly granulated ooplasms and first polar body were used for *in vitro* fertilization (IVF) and SCNT.

### IVF

Thirty oocytes were transferred to 50 μL of BO-IVF medium (IVF Bioscience, Falmouth, UK) in one microdrop under mineral oil and 40 μL of sperm suspension (2–3 × 10^6^ sperm/mL) was added to the microdrop. IVF was done at 38.5°C, 5% CO_2_ for 10–12 h. The zygotes were transferred to a 25 mm concave glass dish, spermatozoa and cumulus cells were dispersed by gentle pipetting, and the zygotes were cultured in 400 μL of BO-IVC medium (IVF Bioscience, Falmouth, UK) with mineral oil covering the surface.

### SCNT

SCNT was performed according to a previous study (Liu *et al.* 2011). Goat fetal fibroblasts (GFFs) was isolated from a female fetus at Day 40 of gestation from a Saanen dairy goat. After removal of the head and internal organs of the female fetus, the remaining fetal tissue was minced with scissors for primary cell separation. Then GFFs were cultured to 2nd to 5th generations for nuclear transplantation. GFFs were maintained in Dulbecco’s modified Eagle’s medium (DMEM)/F-12 (Gibco) supplemented with 10% FBS (Gibco) at 37°C in a 5% CO_2_ incubator. GFFs were harvested by treatment with 0.025% trypsin + 0.5 mM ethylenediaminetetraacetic acid (EDTA) (Gibco) and starved by incubation in a medium containing 0.5% FBS (Gibco) the day before SCNT to ensure that all cells were arrested at G0 stage. The first polar body together with the metaphase plate were removed from the oocytes and synchronized GFFs with smooth shape were injected into the perivitelline space of the enucleated oocytes. The GFFs were fused with the oocytes by electrofusion exposure to two 20 ms, 1.2 kv/cm direct current (DC) pulses in fusion medium (BTXpress cytofusion medium C, Harvard Apparatus, Holliston, MA, USA). Lastly, reconstructed embryos were incubated for 2 h in TCM-199 and activated with 5 mM ionomycin for 5 min and 2 mM 6-DMAP for 4 h and then were cultured with BO-IVC.

### RNA sequencing (RNA-seq)

To identify the early embryonic transcripts and screen for differentially expressed lncRNAs during EGA of goat embryos, RNA-seq was conducted as described previously (Deng *et al.* 2019). In brief, three cDNA libraries were established from early goat embryos at two developmental stages, the two-cell (IVF-2c) and eight-cell embryos (IVF-8c and SCNT-8c). Each sample contained 15 embryos and one sample per stage and were transferred into lysis buffer for transcriptome sequencing at Novogene (Beijing, China). RNA-seq data were deposited in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) under accession number GSE199933.

### lncRNA interference

To reduce the expression of *lncRNA3720*, a Smart Silencer system was formulated and synthesized by RiboBio (Guangzhou, China), comprised of six specific small interfering RNAs (siRNAs, 20 μM). The siRNA sequences are shown in Table 1. An unrelated RNA without any activity was provided as a negative control (NC, 20 μM). Using a Nikon inverted microscope with Eppendorf microinjector, we injected 5 pL of siRNAs (or NC RNA) into the cytoplasm after IVF. Eight-cell embryos were collected for reverse-transcription qPCR to validate interference efficiency, determine the target gene expression level and obtain statistics for the comparison of development rates.

**Table 1:** siRNA sequences for lncRNA interference.

siRNA ID	Target sequences
TCONS_00343720-SiRNA1	AGTTTGGAGTTGCCTTCAAC
TCONS_00343720-SiRNA2	GAGGATTCTCAGAGCTGCAG
TCONS_00343720-SiRNA3	AGAAGAAACTGAAGCACAA
TCONS_00343720-SiRNA4	GGTCTCTGACAGCACATAA
TCONS_00343720-SiRNA5	CTACCTCTTTGAAATGTAA
TCONS_00343720-SiRNA6	AGTTTGGAGTTGCCTTCAAC

### RNA isolation, reverse transcription, and real-time PCR

All primers were designed using Premier 5 based on sequencing data and synthesized by Tsingke (Beijing, China) (Table 2). Total RNA from samples (15 embryos/tube) was isolated by the Cells-to-Signal™ lysis buffer kit (Invitrogen, Austin, TX) according to the manufacturer’s instructions. The total RNA was reverse-transcribed into cDNA with the TransScript One-Step gDNA removal and cDNA synthesis SuperMix (TransGen Biotech). Real-time PCR was performed on an ABI StepOnePlus PCR system (Applied Biosystems) using ChamQ SYBR qPCR master mix (Vazyme). Each target gene was run three times, and the qPCR conditions were as follows: 95°C pre-denaturation for 30 seconds, followed by 40 cycles of denaturation at 95°C for 5 seconds, annealing and extension at 60°C for 30 seconds. The formula, *FC* = 2^−ΔΔCt^ was used to calculate relative gene expression.

**Table 2:** Primer pairs for qPCR.

Gene	Sequence (5′–3′)	
	Forward	Reverse
TCONS_00343720	GGGGAACAGAAGAAACTGAAGC	CTCCTGCTAAGACATTTGAGAACA
TCONS_00393472	CACCCTATCTCCATCCTCCTCT	AGCAGCCTCCGAAACAAATC
TCONS_00461730	ACCCGTGTCCTGTCTGATTG	CTCCGCAGAAAGAGAGAGGC
TCONS_00474517	GCACACTTCGCCAGCTAAAG	ATGGTCTGGCAAGATCGCTG
TCONS_00574621	GTCACTATGGGCCACCTCTT	GGATATGGCAACACCCACTG
TCONS_00562642	ACAGTCAGTGATGCTGGCTTTT	ATCCAACACCACCTTCCTACC
*ACTB*	CTGGGACGACATGGAGAAGATC	GCAGGGGTGTTGAAGGTCTC
*ZSCAN4*	AAAGCTACCTGACTTGGTCC	GTTCCCATGTTCATCCCTCCT
*EIF1AX*	CAAAGAAGATGGGCAAGAGTATG	GGTAGTCCCGTAGACCAACCA
*H2A* type 2-C	AAAAAGACGCGCATCATCCC	TTTGGCTTTATGGCTTTCGGT
*H2B* type 1	GCCGTAAAGAAAGTTATTCCGTG	TATAATGAGCCAAGCGCGATG
*IPMK*	GGGCACATGTACGGGAAAGA	ACAATCAGCAGCAAAAACCAT
*RRM2*	ATGCCATTGAGACGATGCCT	AGCAAAGGCTACCACACGTT
*TM4SF1*	GCTGGAACAGGAAGACTGCT	TGGCATCCATGCATCTTGGT
*UBE2C*	CTTCCCTGAATCGGACAACCT	CTTCACCGTGGGTGCGTT
*MT2A*	AAAGATTGCAAGTGCGCCTC	AGCAACTGCACTTGTCCGAG
*lncRNA3720*	TAACTGCTCGGCGTCGTCAT	CAACTCCAAACTCACTGTCACATCC
*U6*	CGCTTCGGCAGCACATATAC	TTCACGAATTTGCGTGTCAT
*GAPDH*	CGACTTCAACAGCGACACTCAC	CCCTGTTGCTGTAGCCCAATTC

### Rapid amplification of cDNA ends (RACE)

Total RNA was isolated from goat tissue using TransZol (TransGen Biotech) and reverse-transcribed into 5’- and 3’-RACE-Ready cDNA. The 5’-full RACE and 3’-full RACE were performed using a SMARTer® RACE 5’/3’ kit (Takara, Dalian, China) according to the manufacturer’s protocol. The reaction products were identified by electrophoresis on agarose gels.

### Construction of plasmid vectors

The *lncRNA3720* gene-specific primers that incorporated 5’*Hind* III and 3’*Xhol* I restriction sites were used to amplify *lncRNA3720* cDNA derived from reverse-transcribed RNA. The PCR product was cloned into the plasmid vector pcDNA3.1(+) after the CMV promoter to generate pcDNA3.1(+)–lncRNA3720.

### Cell culture and transfection

GFFs were maintained in DMEM)/-12 (Gibco) supplemented with 10% FBS (Gibco) at 37°C in a 5% CO_2_ incubator. Cells were harvested by trypsin/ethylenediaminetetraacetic acid (EDTA) (0.025% trypsin, 0.5 mM EDTA) (Gibco). GFFs were transfected with pcDNA3.1(+-*lncRNA3720* using Lipofectamine 3000 (Invitrogen). After transfection (36 h), the cells were harvested, total RNA was extracted using TRIzol reagent and reverse transcription was carried out with TransScript one-step gDNA removal and cDNA synthesis SuperMix, according to the manufacturer’s protocol. The efficiency of transfection was determined by quantitative real-time PCR (qRT-PCR).

### Subcellular localization of *lncRNA3720*

The subcellular localization and function of *lncRNA3720* in GFFs was determined by transient expression of the pcDNA3.1(+)-*lncRNA3720* fusion protein and utilization of a nuclear and cytoplasmic protein extraction kit (Beyotime Biotechnology, Shanghai, China).

### *In vitro* transcription

The *lncRNA3720* cDNA was amplified by PCR with primers linked to the T7 promoter, to generate a template for *in vitro* transcription. The* in vitro* transcription products were recovered using an mMESSAGE mMACHINE T7 kit (Invitrogen, Thermo Fisher Scientific) and purified by LiCl precipitation.

### Immunofluorescence (IF)

IF staining was performed according to a previous study (Su *et al.* 2011). Samples were fixed with 4% paraformaldehyde and rinsed three times, 5 min each, with PBS-PVA (PBS containing 0.2% PVA) and permeabilized with 0.1% Triton X-100 for 30 min at room temperature. Samples were incubated overnight with anti-H2A type 2-C (1:1000; ab45152, Abcam), anti-H2B type 1 (1:1000; ab177430, Abcam) or anti-CDX2 (1:100; EPR2764Y, Invitrogen) at 4°C. Afterward, the samples were rinsed three times for 5 min each with PBS-PVA, incubated with goat anti-rabbit IgG H&L (Alexa Fluor® 488) (1:500; ab150077, Abcam) or goat anti-mouse IgG (H+L) highly cross-adsorbed secondary antibody, Alexa Fluor™ Plus 555 (1:500; A32727, Invitrogen) for 2 h at room temperature in the dark and rinsed with PBS-PVA. DAPI (1:500; C1005, Beyotime) nuclear stain was added for 8 min at room temperature in the dark, and rinsed three times with PBS-PVA. The specific signals were observed and imaged using a laser scanning confocal microscope (Carl Zeiss, Germany) under the same conditions. Fluorescence signal intensities were measured according to a previous report (Shi *et al.* 2023).

### Western blot

Western blotting was carried out following a previous study from our laboratory (Han *et al.* 2018). GFFs transfected with pcDNA3.1(+)-*lncRNA3720* were transferred into lysis buffer and total protein was extracted. Protein aliquots were separated by SDS–PAGE on a 5% stacking gel, and a 10% separating gel at 120 V for 1.5 h and then electrophoretically transferred onto a polyvinylidene fluoride membrane at 250 mA for 2.5 h. Membranes were blocked in TBST (Tris-buffered saline pH 7.4 with 0.1% Tween 20) containing 3% BSA for 2 h at room temperature and then incubated overnight with anti-H2A type 2-C (1:1000; ab45152, Abcam) or anti-H2B type 1 (1:500; ab177430, Abcam) or anti-β-actin (1:500; HC201-01, Trans) at 4°C. After washing three times with TBST for 10 min each time, the membrane was incubated for 2 h at room temperature with horseradish peroxidase-labeled goat anti-rabbit IgG(H+L) (1:1000; A0208, Beyotime). After washing three times with TBST, 10 min each time, the signals were detected using ECL (Beyotime). The intensity values of the different protein bands were measured by Image J (Media Cybernetics, Silver Spring).

### Statistical analysis

The statistical analysis was performed using GraphPad Prism 6.0 (GraphPad Software). Data are presented as mean ± standard deviations. The Tukey–Kramer test for one-way ANOVA was used to analyze data with three or more groups, and Student’s two-tailed *t*-test was used to analyze comparisons with two groups. Values of* P* < 0.05 was considered statistically significant.

## Results

### Screening of differentially expressed lncRNAs from transcriptome of IVF and SCNT embryos

To identify functional lncRNAs during EGA in goat early embryos, we analyzed the transcriptomes of IVF-2c, IVF-8c and SCNT-8c embryos by RNA-seq. Illumina's HiSeq platform was used to sequence the libraries constructed by goat IVF-2c, IVF-8c and SCNT-8c. 

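The deposited values of this experiment come from 1 library per condition, each made from a pool of 15 embryos, so that IVF-2c, IVF-8c and SCNT-8c embryos are represented by 3 libraries in all. According to the sample labels, cDNA was amplified from the lysed embryos with a SMART-Seq low-input kit before library construction. The authors deposited FPKM values for assembled lncRNA transcripts and, in a separate table, for 30147 mRNA transcripts named by RefSeq accession. FPKM divides the fragments assigned to a transcript by its length and by the mapped fragments of the library, and the values are estimates that do not fall on whole fragments, so the depth of each library is unknown and no counting interval is given. The mRNA values summed to 1395697 in IVF-2c, 1128122 in IVF-8c and 1084391 in SCNT-8c. An accession in the table of goat RefSeq genes for the assembly ARS1.2, compared without its version number, gave a gene name for 13518 mRNA transcripts (44.8%). The genome build used by the authors is not stated in the paper's text, and no coordinates are given here. Fold changes were calculated as the log2 ratio of FPKM + 0.1 between 2 libraries. A transcript was counted as higher in 1 library when this ratio was above 2, the paper's fold limit, and its FPKM in that library was at least 1. With 1 library per condition there is no replicate check on any difference between these embryos, and no p-value was calculated. Whether a value of exactly 0 is a failed estimate or a transcript without fragments is not given. In IVF-2c, 38 mRNAs were listed at 0 but at 10 FPKM or more in both eight-cell libraries, against 3 in IVF-8c and 1 in SCNT-8c by the same rule. A transcript named below is described as listed at 0 in such a library, without a fold change. Counts and medians over many transcripts include such values through the pseudocount, which then sets the size of the ratio.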

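The deposited lncRNA table listed 36240 transcripts, each with an FPKM value for IVF-2c, IVF-8c and SCNT-8c. Of these, 22102 reached 1 FPKM in at least 1 of the 3 libraries. Many values were exactly 0: 15543 lncRNAs were listed at 0 in IVF-2c, 10785 in IVF-8c and 13059 in SCNT-8c, while only 2 were at 0 in all 3 libraries. At the upper end, 138 lncRNAs in IVF-2c, 127 in IVF-8c and 125 in SCNT-8c reached 100 FPKM.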

According to the workflow in Fig. 1A and the summarized results of coding potential calculator (CPC), coding-non-coding-index (CNCI) and protein family database (PFAM), a total of 36,240 lncRNAs was obtained from the three groups (Fig. 1B). On this basis, the expression level was further screened, and the pair-to-pair comparison between IVF-8c and IVF-2C and IVF-8c and SCNT-8C was performed according to the FPKM (fragments per kilobase of exon model per million mapped fragments) value (Fig. 1C, D and E), and the corrected *q* value was calculated respectively. 

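Over the 22102 lncRNAs that reached 1 FPKM in a library, the median FPKM was 0.745 in IVF-2c, 1.18 in IVF-8c and 0.796 in SCNT-8c, and the upper quartile was 2.41, 2.79 and 2.21 FPKM, respectively. mRNAs were expressed at higher levels: over the 14235 mRNAs that reached 1 FPKM in a library, the median was 5.63 FPKM in IVF-2c, 4.75 in IVF-8c and 4.58 in SCNT-8c. FPKM does not by itself place the 3 libraries on 1 scale. Over the 18245 mRNAs above 0 in every library, the median-ratio factor was 1.20 for IVF-2c, 0.919 for IVF-8c and 0.950 for SCNT-8c, and over 12085 lncRNAs it was 1.22, 0.868 and 0.995. The median log2 ratio of IVF-8c over IVF-2c across the mRNAs was -0.40 on the deposited values and -0.03 after this scaling, which centres the ratios by construction. The ratio of IVF-8c over SCNT-8c moved much less, from -0.02 to 0.02. The corrected q values of the paper were not calculated here, since they need the fragment counts behind the FPKM values.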

The length distribution and the number of exons of screened lncRNAs were determined (Fig. 1F and G). 

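By the fold rule alone, 6940 lncRNAs were higher in IVF-8c than in IVF-2c and 4472 were lower. Among mRNAs, 1652 were higher in IVF-8c than in IVF-2c and 1094 were lower. With the libraries scaled by median ratios, 1989 mRNAs were higher and 623 lower, and the lncRNA counts became 8010 and 3348. The setting that moved these lncRNA counts most was a minimum of 5 FPKM in the higher library, which left 1744 higher and 1160 lower. The excess of higher lncRNAs shrank with the fold limit, to 7726 higher and 6606 lower at a log2 ratio above 1. Without a limit, among lncRNAs at 1 FPKM or more in a library, 9870 were higher and 9720 lower. After median-ratio scaling these were 11038 and 8552. For mRNAs the direction of the balance depended on the fold limit, because 2594 were higher and 4023 lower once a log2 ratio of 1 was enough. Among transcripts at 10 FPKM or more in the higher library, the lncRNAs TCONS_00288132 and TCONS_00046252 rose most, to 1086 and 673.6 FPKM in IVF-8c, and both were listed at 0 in IVF-2c. The mRNA XM_005682471.2, which the RefSeq table names LOC102170138, was at 3265 FPKM in IVF-8c and listed at 0 in IVF-2c. XM_013975748.1, which has no name in that table, rose from 0.0718 to 1255 FPKM. The largest falls were in XM_013971491.1, at 391451 FPKM in IVF-2c, and XM_013973832.1, at 600.3 FPKM in IVF-2c, both listed at 0 in IVF-8c and without a name in the table. Among lncRNAs, TCONS_00372619 and TCONS_00440474 fell from 202.8 and 152.3 FPKM in IVF-2c and were also listed at 0 in IVF-8c.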

After selections for *q* < 0.05 and | Log2 Fold change| >2, 889 mRNAs and lncRNAs were found to be differentially expressed among the three groups (Fig. 1H) and were further subdivided into four clusters (Fig. 1I). There were 61 lncRNAs and 50 mRNAs highly expressed in IVF-8c embryos compared to SCNT-8c embryos. 

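In the deposited values, 6157 lncRNAs were higher in IVF-8c than in SCNT-8c by the fold rule and 3901 were lower. For mRNAs the numbers were 449 higher and 310 lower. Past the limit, higher transcripts outnumbered lower ones under every alternative tried. On the deposited values, 59.2% of the differing mRNAs and 61.2% of the differing lncRNAs were higher in IVF-8c. Without a fold limit, among transcripts at 1 FPKM or more in a library, 10635 lncRNAs were higher and 9156 lower in IVF-8c than in SCNT-8c. For mRNAs the direction without a limit depended on the scaling, with 6793 higher and 7384 lower on the deposited values and 7281 higher and 6896 lower after median-ratio scaling, which centres the ratios and so gives no direction of its own. These counts apply no q value, and 1 library stands behind each condition. A pseudocount of 1 in place of 0.1 reduced them to 2169 and 1308 lncRNAs and to 119 and 64 mRNAs. The lncRNAs TCONS_00599092 (148.7 FPKM) and TCONS_00015878 (110.9 FPKM) had the largest rises in IVF-8c and were listed at 0 in SCNT-8c. TCONS_00001341 (157.4 FPKM) and TCONS_00398490 (108.9 FPKM) in SCNT-8c were listed at 0 in IVF-8c. Among mRNAs, SST (NM_001287555.1) was at 49.6 FPKM in IVF-8c and listed at 0 in both other libraries. XM_013977005.1 was at 25.0 FPKM in IVF-8c and listed at 0 in SCNT-8c. In the other direction, XM_013977346.1 and XM_013973832.1 were at 344.9 and 289.0 FPKM in SCNT-8c and listed at 0 in IVF-8c.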

Results of gene ontology (GO) showed that the genes with significant differences were mainly related to nucleic acid metabolism pathways (Fig. 1J). The Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis revealed that the differentially expressed genes were enriched in oocyte meiosis and Wnt-signaling pathway (Fig. 1K). We found 194 differentially expressed lncRNAs between IVF-8c and IVF-2c and SCNT-8c (Fig. 1L). And in those genes, there were only 12 differentially expressed lncRNAs that were highly expressed in IVF-8c but decreased in IVF-2c and SCNT-8c. 

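On the fold rule without a q value, 5306 lncRNAs were higher in IVF-8c than in both IVF-2c and SCNT-8c, which is 86.2% of those higher in IVF-8c than in SCNT-8c. Because IVF-8c enters both comparisons, an overlap arises without any difference between embryos: with the 3 values of each lncRNA shuffled among the libraries 100 times, the same share lay between 74.0% and 76.2%. For comparison, 3091 lncRNAs were higher in IVF-2c than in both other libraries and 2882 were higher in SCNT-8c than in both others. Most of the 5306 lncRNAs were expressed at low levels, with a median of 2.37 FPKM in IVF-8c and 3945 of them (74.3%) under 5 FPKM. In 5018 of them the value in IVF-2c or SCNT-8c was listed at 0. The 12 lncRNAs shown in Fig. 1M were all among the 5306, and all 12 belonged to the 288 that were above 0 in every library. They passed under each alternative except a minimum of 5 FPKM, where 11 of 12 passed.

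**Figure D1:**
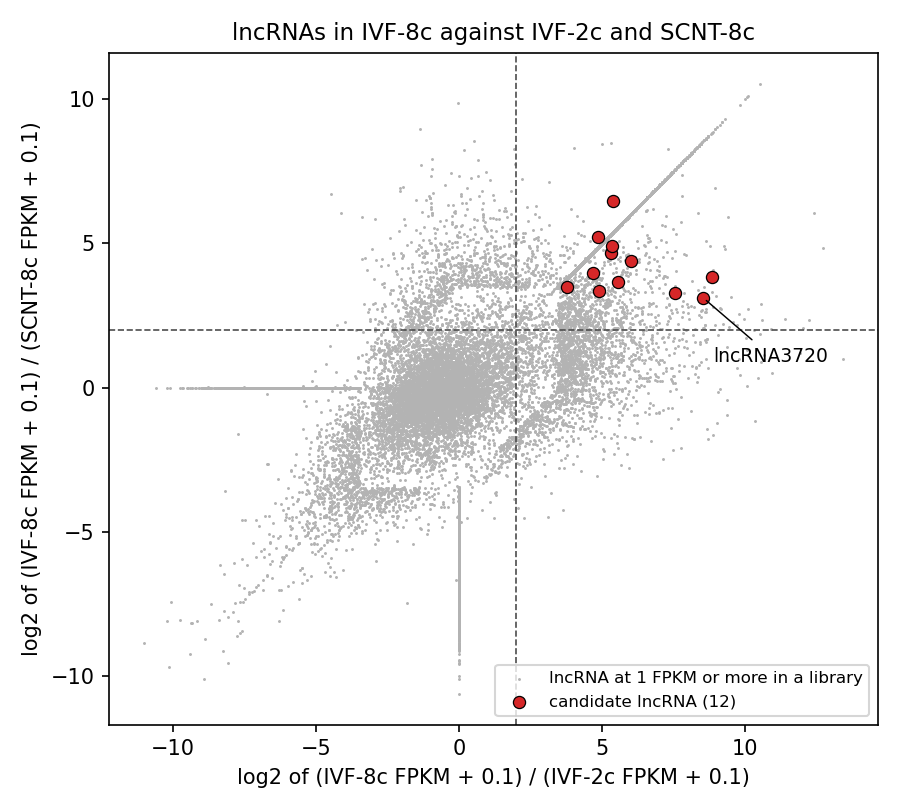
The log2 ratio of IVF-8c over IVF-2c (horizontal axis) is plotted against the log2 ratio of IVF-8c over SCNT-8c (vertical axis), both of FPKM + 0.1, for each of the 22102 lncRNAs at 1 FPKM or more in a library (grey) and for the 12 lncRNAs of Fig. 1M (red). Dashed lines mark a log2 ratio of 2, and each of these 12 lies above both lines. Straight streaks of grey points are lncRNAs listed at 0 in 1 or more libraries.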

Lastly, we screened 12 candidate lncRNAs for potential influence on early embryonic development (Fig. 1M).

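The 12 candidates ranged from 4.13 to 132.6 FPKM in IVF-8c, with a median of 21.2 FPKM. None exceeded 1.33 FPKM in IVF-2c. In 10 of the 12, the SCNT-8c value was above the IVF-2c value, and in 3 it was more than 4 times as high after adding 0.1 FPKM to both. The 6 candidates that do not appear in Fig. 2A had these values. TCONS_00115490 was at 0.0842 FPKM in IVF-2c, 85.6 in IVF-8c and 5.88 in SCNT-8c (a log2 ratio of IVF-8c over IVF-2c of 8.86, and of 6.32 with a pseudocount of 1). TCONS_00179701 was at 0.107 FPKM in IVF-2c, 38.9 in IVF-8c and 3.94 in SCNT-8c. TCONS_00135926 was at 0.524 FPKM in IVF-2c and 26.0 in IVF-8c, and with 0.193 FPKM in SCNT-8c it had the largest log2 ratio over SCNT-8c (6.48). TCONS_00056732 went from 1.33 FPKM in IVF-2c to 42.6 in IVF-8c against 4.14 in SCNT-8c. TCONS_00157143 was at 0.0938, 9.09 and 0.625 FPKM in IVF-2c, IVF-8c and SCNT-8c. TCONS_00285940 had the lowest IVF-8c value, 4.13 FPKM, against 0.210 in IVF-2c and 0.280 in SCNT-8c. From their higher expression in IVF-8c than in IVF-2c and SCNT-8c, the paper proposes these lncRNAs as candidates for an influence on early embryonic development.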

**Figure 1:**
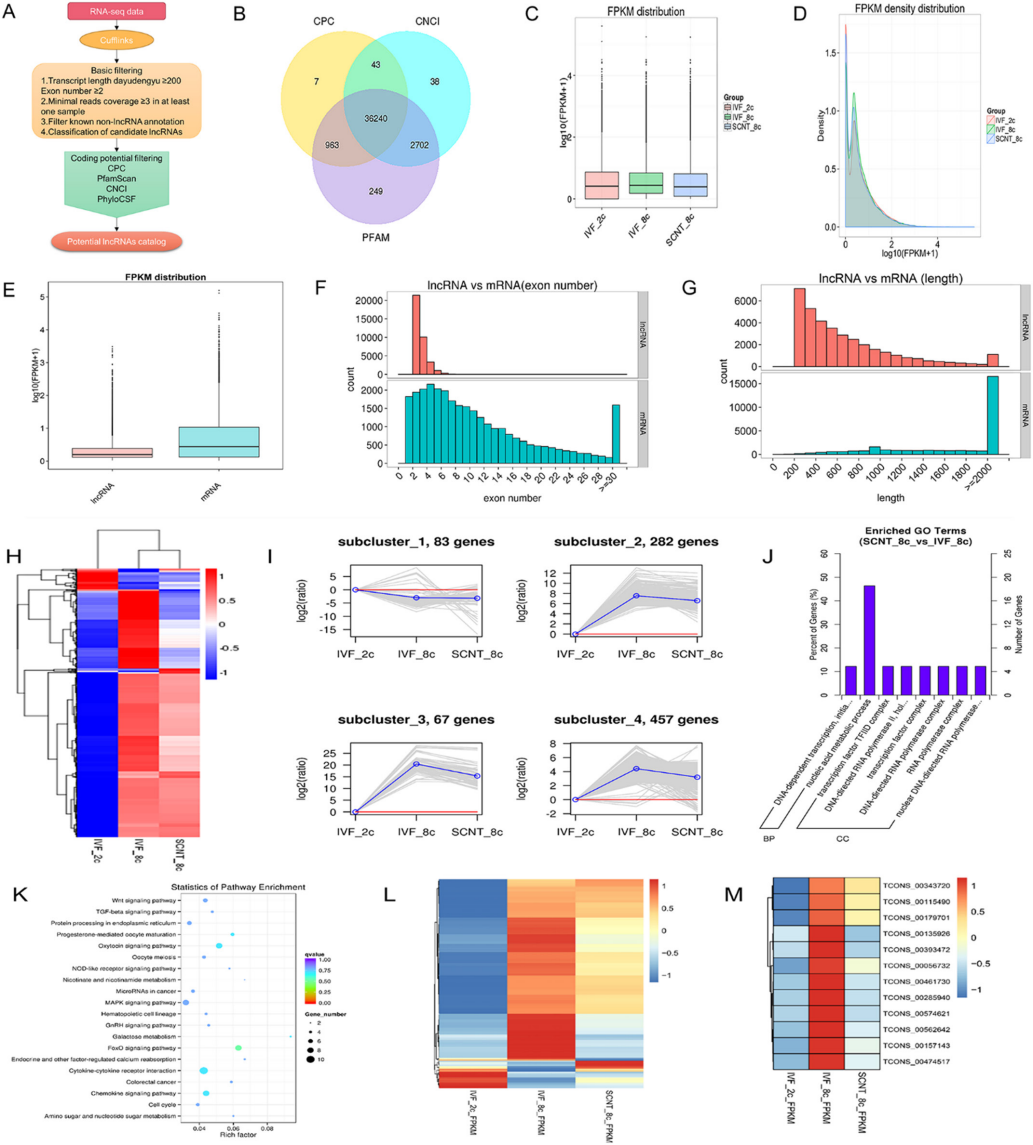
Screening of lncRNA expression in IVF and SCNT embryos of goat and identification of differentially expressed lncRNAs. (A) Workflow for analysis of lncRNA libraries. (B) Venn diagram with the numbers in each large circle representing the total number of noncoding transcripts predicted by the software, and the overlapping parts of the circles representing the number of noncoding transcripts in common predicted by the software. (C, D) The FPKM distribution of DEGs in IVF-2c, IVF-8c and SCNT-8c. (E) The FPKM distribution of differentiallyexpressed mRNAs and lncRNAs. (F) The exon numbers of differentially expressed mRNAs and lncRNAs. (G) The length of differentially expressed mRNAs and lncRNAs. (H) Heatmap showing normalized expression patterns (FPKM) of DEGs. Red: relatively high expression. Blue: relatively low expression. (I) Four clusters of differentially expressed lncRNAs and mRNAs. (J) GO analysis of DEGs. (K) KEGG analysis of DEGs. (L) Heatmap showing differentially expressed lncRNAs identified by pairwise comparison between two- and eight-cell IVF and SCNT embryos. (M) The 12 candidate lncRNAs differentially expressed in the three groups.

### Identification of key lncRNAs that affect early embryonic development

In order to test the accuracy of RNA-seq, we randomly selected 6 of the 12 candidate lncRNAs for qPCR assay and found that the results were consistent with the sequencing. The number of FPKM fragments for the six lncRNAs was calculated by Cuffdiff (v2.1.1) (Fig. 2A). 

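In the deposited table, lncRNA3720 (TCONS_00343720) was at 0.257 FPKM in IVF-2c, 132.6 FPKM in IVF-8c and 15.2 FPKM in SCNT-8c. Its log2 ratio was 8.54 for IVF-8c over IVF-2c and 3.11 for IVF-8c over SCNT-8c. With a pseudocount of 1 these ratios were 6.73 and 3.04. Of the 6 lncRNAs it had the highest FPKM in each of the eight-cell libraries. Among the 288 lncRNAs that were higher in IVF-8c than in both other libraries and above 0 in every library, it ranked number 4 by IVF-8c FPKM. Among all 5306 that were higher in IVF-8c than in both, it ranked number 12. Its log2 ratio of IVF-8c over SCNT-8c was the smallest of the 12 candidates. lncRNA3472 (TCONS_00393472) was at 0.196, 8.57 and 0.131 FPKM in IVF-2c, IVF-8c and SCNT-8c. lncRNA1730 (TCONS_00461730) was at 0.310 FPKM in IVF-2c, 16.3 in IVF-8c and 0.549 in SCNT-8c. lncRNA4517 (TCONS_00474517) had similar levels, with 0.146, 15.7 and 0.655 FPKM. lncRNA2642 (TCONS_00562642) was the only one of the 6 above 1 FPKM in IVF-2c, at 1.15 FPKM, and rose to 32.0 FPKM in IVF-8c against 1.93 in SCNT-8c. lncRNA4621 (TCONS_00574621) was at 0.0972 FPKM in IVF-2c, 7.91 in IVF-8c and 0.170 in SCNT-8c.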

The expression levels of the six lncRNAs were verified by RT-qPCR, and the results were in accord with sequencing data (Fig. 2B). Some studies have shown that lncRNAs and their target genes are usually transcribed at the same site or in close proximity and may regulate the expression of adjacent protein-coding genes in a positive or negative manner (Tsai *et al.* 2010, Yin *et al.* 2015, Liu *et al.* 2019*a*). Therefore, we searched for protein-coding genes within 10 kb upstream or downstream of the candidate lncRNAs as potential target genes associated with embryonic development. Then we selected three key lncRNAs-*lncRNA3720*, *lncRNA3472* and *lncRNA2642* from the 12 candidate lncRNAs according to the correlation between the upstream- and downstream-predicted target genes (Pang & Thomas 2010, Neutzner *et al.* 2011, Chang *et al.* 2012). Subsequently, we analyzed the expression levels of *lncRNA3720*, *lncRNA3472* and *lncRNA2642* during early embryonic development. The results showed that *lncRNA3720* was highly expressed in eight-cell-stage embryos (Fig. 2C). The results were consistent with the hypothesis that lncRNA3720 was an active part of the EGA process; therefore, we selected *lncRNA3720* to investigate for its effects on target genes and how this might regulate the development of early goat embryos.

**Figure 2:**
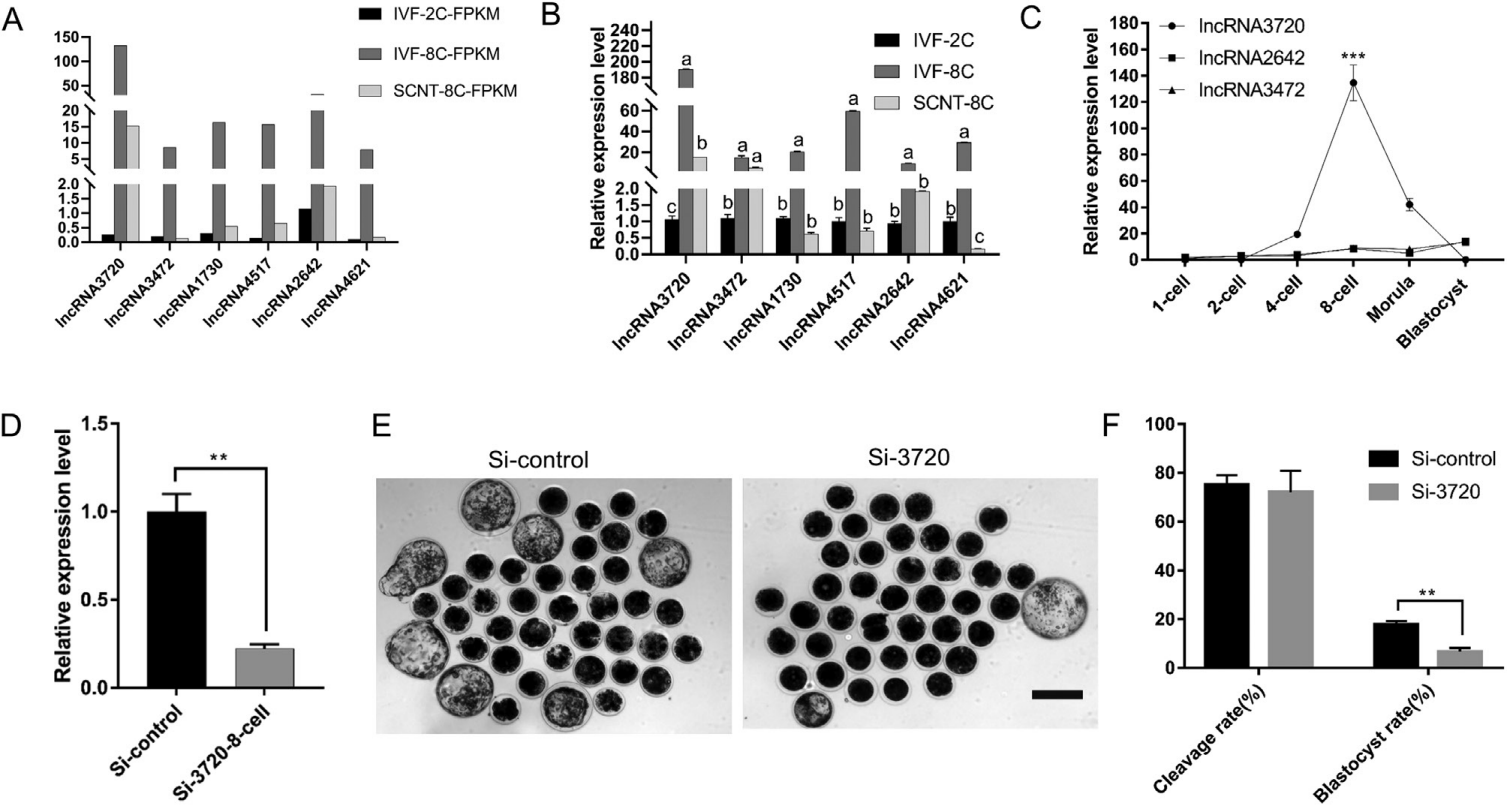
Expression profiles of lncRNAs during EGA. (A) Analysis of overall transcript levels of the selected lncRNAs. (B) Expression of selected lncRNAs by qRT-PCR with β-actin used as control reference gene. Different lowercase letters (a, b, c) above plots indicate significant differences (*P* < 0.05). Forty-five embryos were used for each gene. (C) qRT-PCR results showing expression levels of key lncRNAs in goat embryos at different developmental stages. ***P < 0.01. Thirty embryos were used per stage. (D) Validation of the efficiency of Smart Silencer-mediated *lncRNA3720* knockdown in eight-cell-stage embryos using qRT-PCR. **P < 0.01. Forty and 41 embryos were used for the Si-control group and the Si-3720 group, respectively. (E) Representative images of Si-control embryos and Si-3720 embryos at day 8. Scale bar, 100 µm. (F) Effect of lncRNA3720 knockdown on embryo cleavage rate and the development of embryos to the blastocyst stage. Analyses of cleavage rate and blastocyst rate in Si-control and Si-3720 group* in vitro*. **P< 0.01. Forty-two embryos were used in each group.

To test the effect of *lncRNA3720* on the early embryonic development of goats, we knocked down the *lncRNA3720* expression level by injecting antisense oligonucleotides and siRNAs into the cytoplasm of zygotes. We verified the interference efficiency at the eight-cell stage by using RT-qPCR. The interference efficiency was approximately 85% by injecting Smart Silencer into the cytoplasm of zygotes compared with the control (Si-control) (Fig. 2D). Knockdown of *lncRNA3720* caused a developmental block at the eight-cell stage in goat embryos, and the blastocyst rate was significantly lower than that in the control group (Fig. 2E and F), showing that the expression level of *lncRNA3720* affected early embryonic development in goats.

### *lncRNA3720* elevated the expression of key EGA genes

EGA is necessary for embryonic development and the process can be divided into major EGA and minor EGA stages. The timing of major EGA is related to the species. Goat major EGA involves expression of a large number of embryonic genes and occurs at the eight-cell stage. We hypothesized that the developmental arrest of eight-cell-stage embryos caused by *lncRNA3720* knockdown may be related to abnormal EGA initiation, so we determined the expression of the EGA initiation genes, *ZSCAN4* and* EIF1AX,* by RT-qPCR. In order to obtain the full-length sequence of l*ncRNA3720*, we performed 5’-RACE and 3’-RACE to amplify the end sequences of *lncRNA3720* cDNA and obtained the full-length (1120 bp) sequence of *lncRNA3720* (Fig. 3A). The sequence was confirmed as *lncRNA3720* by sequencing and used for* in vitro* transcription (Fig. 3B). *In vitro*-transcribed *lncRNA3720* and Smart Silencer were microinjected into IVF embryos. The expression of *ZSCAN4* and *EIF1AX* in embryos was decreased by *lncRNA3720* knockdown, and increased by *lncRNA3720* overexpression (Fig. 3C and D). Thus, *lncRNA3720* could upregulate expression of the key EGA genes, *ZSCAN4* and *EIF1AX*.

**Figure 3:**
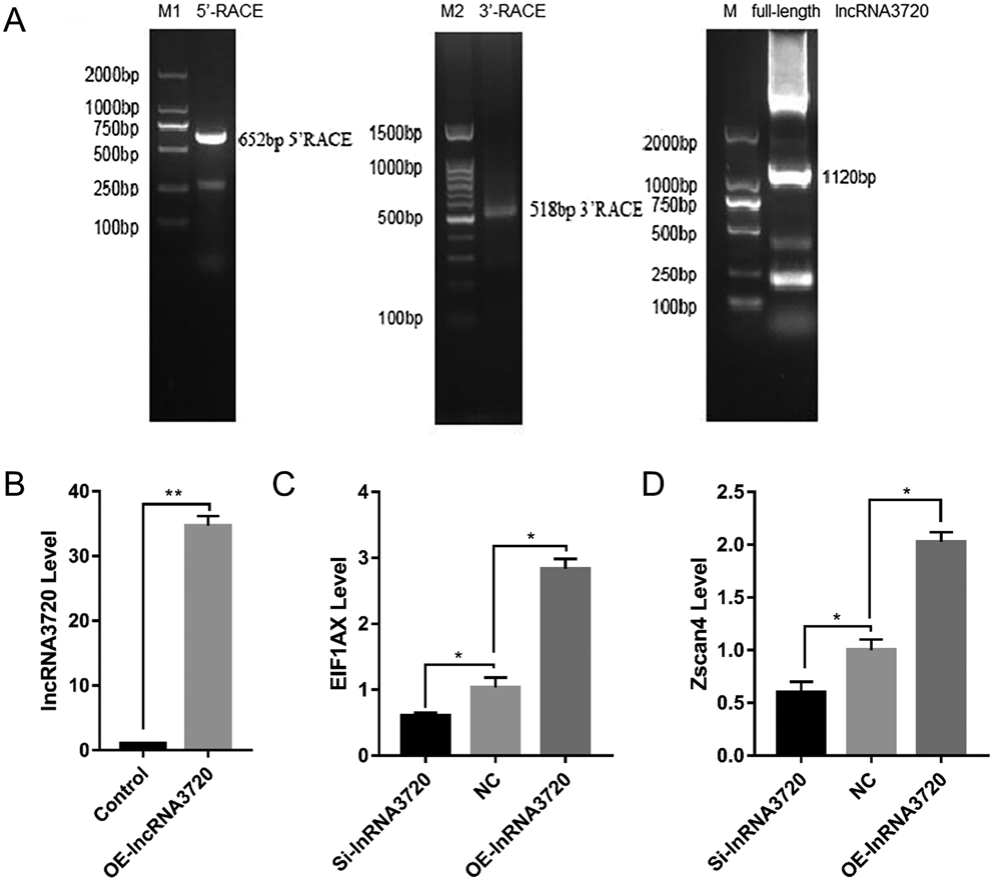
Effect of *lncRNA3720* on EGA genes. (A) The full-length sequence of *lncRNA3720* was amplified by RACE. M1, Trans2K® DNA marker; M2, 100 bp DNA ladder; M, Trans2K® DNA marker. (B) Verification of overexpression efficiency of *in vitro*-transcribed *lncRNA3720* in IVF eight-cell-stage embryos. OE (*in vitro*-transcribed *lncRNA3720* injection). **P < 0.01. Thirty embryos were used in each group. (C, D) Analysis of EGA genes in IVF eight-cell-stage embryos after knockdown or overexpression of *lncRNA3720*. Si, *lncRNA3720* Smart Silencer injection; OE, *in vitro*-transcribed lncRNA3720 injection; NC, non-target control RNA injection. *P < 0.05. Thirty embryos were used in each group.

### Determination of the potential target genes of *lncRNA3720*

To identify the genes regulated by *lncRNA3720* in GFFs, we first constructed a eukaryotic expression vector, pcDNA3.1(+)-*lncRNA3720*, through the *Hind* III and *Xhol* I restriction sites (Fig. 4A). RT-qPCR results showed that *lncRNA3720* could be overexpressed in GFFs after transient transfection (Fig. 4B). Meanwhile, *lncRNA3720* localized mainly in the nucleus by means of nucleoplasmic isolation and RT-qPCR (Fig. 4C). 

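RNA of GFFs (goat fetal fibroblasts) was sequenced 36 h after transfection in 3 libraries of cells that received the empty pcDNA3.1(+) vector, called GFF-control here, and 3 libraries of cells that received the vector carrying lncRNA3720, called GFF-lncRNA3720. The paper's methods describe the cells as isolated from a female fetus, while the sample labels name the margin of the ear as their source. The authors deposited 1 FPKM value per gene and library. The aligner, counter, genome build and test behind this table are not stated in the paper's text. The table listed 19781 features by running numbers (such as gene21344) that no table used here pairs with gene names, and 0 of them matched a name, so genes are given by these numbers and no gene named in the paper, lncRNA3720 included, was looked up in these libraries. Each gene's values were whole multiples of the value of 1 fragment, within a tolerance of 0.0001 fragments for all 19781 features, from which the smallest whole fragment numbers that fit were recovered. They summed to 10728265, 10905456 and 10920435 fragments in the GFF-control libraries and to 13424510, 12485293 and 11671715 in the GFF-lncRNA3720 libraries. Although deeper, the GFF-lncRNA3720 libraries had fewer genes above 0, between 17013 and 17076 against 17314 to 17376 in GFF-control. The 10 genes with the most fragments took 14.3% of each control library and between 11.6% and 11.8% of each GFF-lncRNA3720 library. Differences were tested with limma on log2(FPKM + 0.1), with a mean-variance trend, for the genes with a mean of at least 0.5 FPKM over the 6 libraries. Fold changes are on this log2(FPKM + 0.1) scale, which understates the change of low genes.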

To identify the possible target genes of *lncRNA3720*, we performed transcriptome sequencing to compare gene expression between pcDNA3.1(+) and pcDNA3.1(+)-l*ncRNA3720* overexpressed in GFFs. We defined a DEG as having FDR <0.05 and FC >2. 

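A principal component analysis of the 6 GFF libraries placed the 3 GFF-control libraries between -42.8 and -39.4 on the first component, which held 41.1% of the variance, and the 3 GFF-lncRNA3720 libraries between 40.0 and 42.3. Dividing the libraries into 2 clusters gave these same groups. Within a group, Pearson's r across genes was between 0.978 and 0.985 for a pair of libraries, and between groups it was 0.971 to 0.973. A chi-square comparison of the recovered fragments gave a median over genes of 0.658 to 0.926 for pairs within a group, where counting noise alone gives 0.455, so the replicates differed by more than counting noise and were treated as separate libraries. For pairs between the groups this median was 4.57 to 4.93. Whether the libraries of a group came from separate transfections is not stated in the paper's text. The p-values from limma are set against the spread between libraries, which may be smaller than that between transfections.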

The clustering of transcriptional differences between groups was shown by heat map analysis (Fig. 4D). A total of 1071 DEGs was obtained, among which 362 genes were upregulated and 709 genes were downregulated (Fig. 4E). 

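Of 13094 genes tested with limma, 6753 (51.6%) had a Benjamini-Hochberg adjusted p under 0.05, with a median absolute log2 fold change of 0.43 among them. The paper's definition of a DEG, which adds a fold change above 2, was met by 820 genes, of which 357 were upregulated and 463 were downregulated in GFF-lncRNA3720. In 807 of the 820 DEGs the values of the 2 groups did not overlap, as in 60.2% of all genes tested, where chance gives 10%. The filter on low values moved these counts most among the filters and scalings: 318 genes passed with a minimum mean of 5 FPKM, 196 upregulated and 122 downregulated, and 1122 passed without a filter, 403 upregulated and 719 downregulated. Quantile normalization also changed the balance, to 410 upregulated and 352 downregulated DEGs. Upregulated DEGs had a median of 6.13 FPKM over the 6 libraries and downregulated DEGs a median of 1.92 FPKM. The gene with the largest increase, gene21344, was at 0 in all 3 GFF-control libraries and at 204.1 ± 5.81 FPKM (SD, n = 3) in GFF-lncRNA3720, where between 2431 and 2960 fragments lay behind each value. Taking 3 fragments over the control group as the floor, it was at least 2327-fold higher (adjusted p = 2.1e-11 from limma). By contrast, the next gene by log2 fold change, gene19440, rested on 6 fragments in all. It was at 0 in the controls and at 1.29 ± 0.636 FPKM (SD, n = 3) in GFF-lncRNA3720 (adjusted p = 3.7e-04 from limma). Set against the same floor of 3 fragments, the mean of gene19440 was 1.72-fold higher, which is below the fold change limit of 2. With the libraries thinned to equal depth, which was tried after the data had been seen, its adjusted p from limma was 0.086, while it lay between 1.8e-04 and 0.0042 under the 15 alternatives chosen beforehand in which the gene was tested. The genes with the largest decrease, gene91 and gene10085, also had few fragments. The value of 1 fragment gave both a length of about 74 bp, and 1 fragment of gene10085 was 1.24 FPKM in GFF-control replicate 3. gene91 fell from 4.17 ± 0.766 FPKM (SD, n = 3) to 0 in all 3 GFF-lncRNA3720 libraries (10 fragments in the controls, adjusted p = 1.9e-06 from limma). gene10085 fell from 5.00 ± 3.73 FPKM (SD, n = 3) to 0 (12 fragments in the controls, adjusted p = 1.9e-04 from limma). Set against the floor of 3 fragments, the control means of gene91 and gene10085 were 3.85-fold and 4.62-fold higher. The floors of 3 fragments cover only the counting error of the group at 0. They leave out the counting error of the 6, 10 and 12 fragments in the other group. The ratios of gene19440, gene91 and gene10085 are therefore not lower limits.

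**Figure D2:**
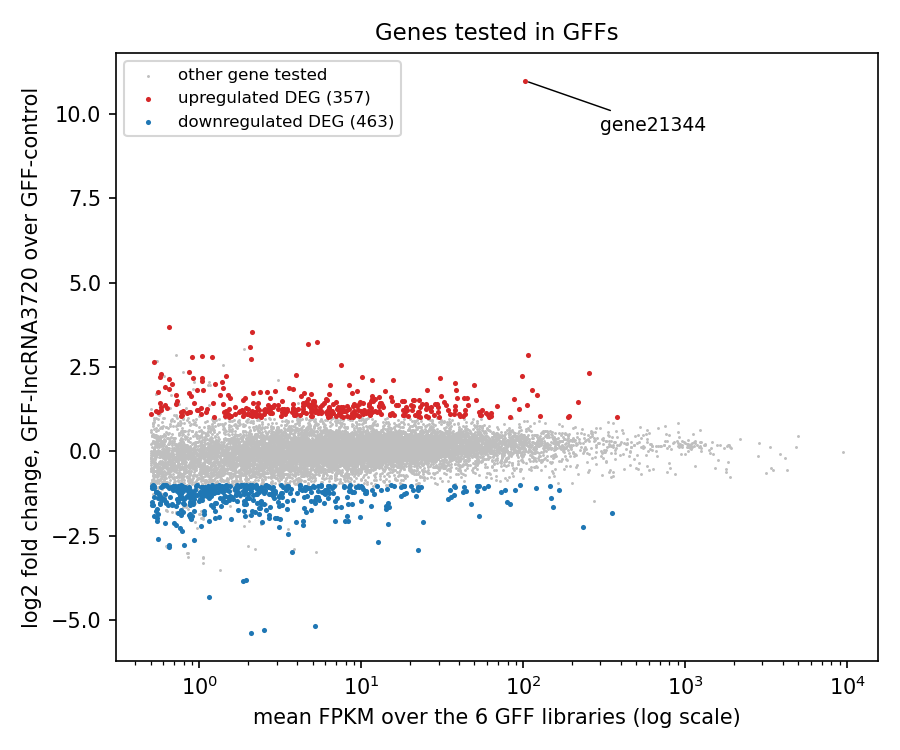
Each point is 1 of the 13094 genes tested, with its mean FPKM over the 6 GFF libraries on a log scale (horizontal axis) and its log2 fold change of GFF-lncRNA3720 over GFF-control on log2(FPKM + 0.1) (vertical axis). The 357 upregulated DEGs (red) reach higher mean FPKM than most of the 463 downregulated DEGs (blue), and gene21344 stands apart at the top.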

The GO enrichment analysis suggested that DEGs were mainly enriched in cell processes, biological regulation and molecular functions such as molecular binding and catalytic activity (Fig. 4F). Next, we compared the DEGs between pcDNA3.1(+) and pcDNA3.1(+)-*lncRNA3720* GFFs and between IVF-2c and IVF-8c embryos. 

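In the embryo mRNA table, TM4SF1 was matched by accession with 2 transcripts. XM_013965820.1 was at 0.214 FPKM in IVF-2c, 210.1 in IVF-8c and 115.8 in SCNT-8c, a log2 ratio of 9.38 for IVF-8c over IVF-2c and of 0.86 for IVF-8c over SCNT-8c. XM_005675457.2 was at 2.2e-05 FPKM in IVF-2c, 5.96 in IVF-8c and 2.15 in SCNT-8c, with log2 ratios of 5.92 and 1.43. The ratio over IVF-2c of this second transcript depended most on the pseudocount and was 2.80 with a pseudocount of 1. In each transcript the SCNT-8c value lay between those of IVF-2c and IVF-8c, from 1 library each. Its value in GFFs and the overlap between the DEGs of GFFs and of embryos were not analysed here, because the files do not pair the gene numbers of the GFF table with names.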

In both IVF-8c embryos and *lncRNA3720*-overexpressed GFFs, we found that seven genes were upregulated. The quantitative verification result showed that histone *H2A* type 2-C and histone *H2B* type 1 were significantly upregulated in GFFs overexpressing *lncRNA3720* (Fig. 5A). The IF and western blot results also indicated that the signal intensity of histone* H2A* type 2-C and histone *H2B* type 1 was significantly increased (Fig. 5B, C, D and E). The expression levels of the seven potential target genes in IVF-2c and IVF-8c embryos were verified by RT-qPCR (Fig. 6A). After knockdown or overexpression of *lncRNA3720* in IVF embryos, we found that *lncRNA3720* mainly regulated the expression of histone *H2A* type 2-C and *H2B* type 1 as important target genes of *lncRNA3720* (Fig. 6B). The IF results showed that the signal intensity of histone* H2A* type 2-C and histone *H2B* type 1 was significantly increased after overexpression of *lncRNA3720* and decreased after the knockdown of *lncRNA3720* (Fig. 6C, D and E).

**Figure 4:**
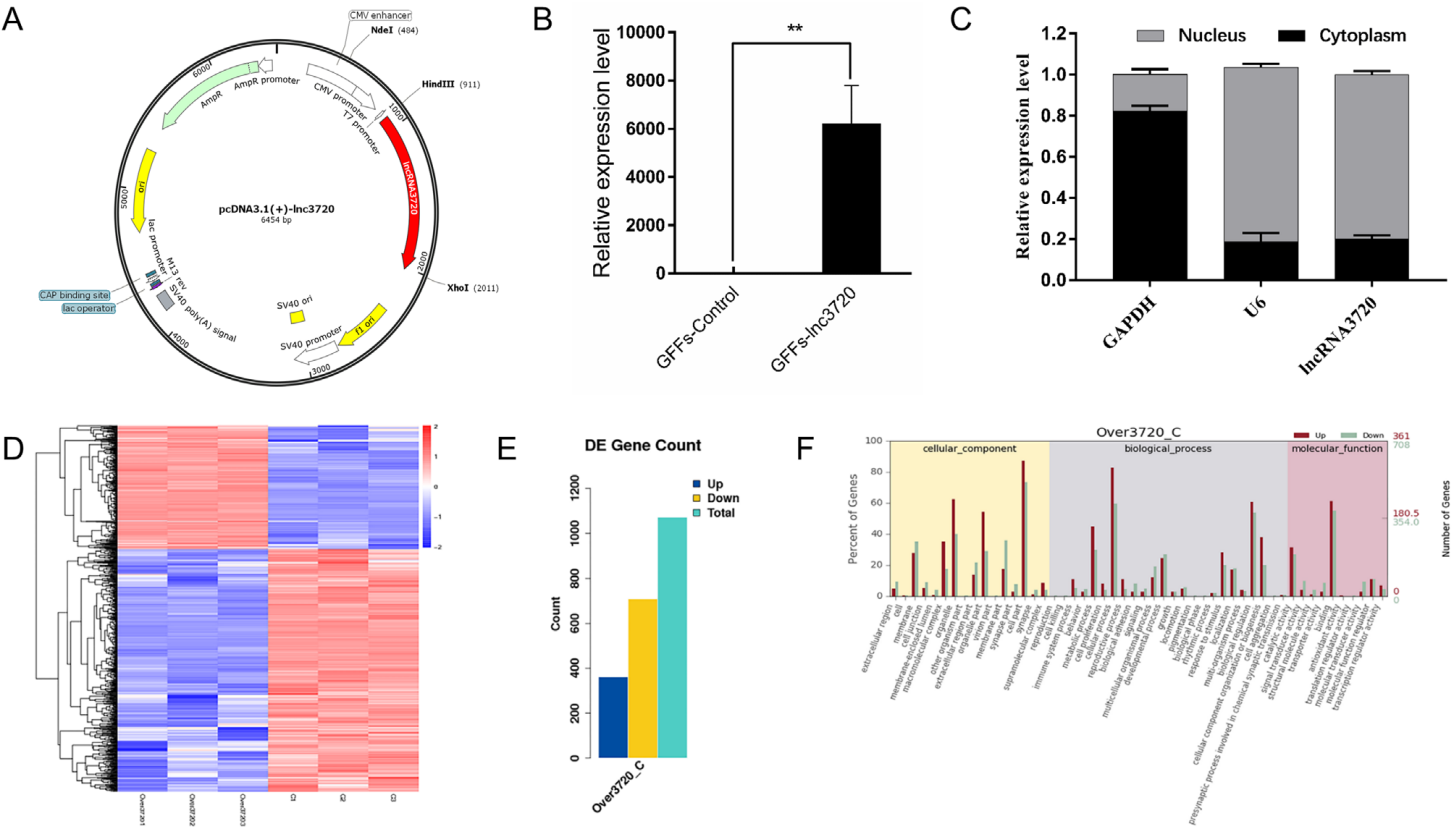
Analysis of potential target genes of *lncRNA3720* from the transcriptome of GFFs and embryos. (A) Plasmid construct of goat pcDNA3.1(+)-*lncRNA3720* eukaryotic expression vector. The red indicates the insertion position of *lncRNA3720*. (B) Transfection efficiency of the *lncRNA3720* plasmid transfection group compared with the control group. ^**^ *P* < 0.01. (C) Subcellular localization of l*ncRNA3720*. (D) Heatmap showing the degree of difference between DEGs from controls and GFFs overexpressing *lncRNA3720*, with red representing relatively high expression and blue representing relatively low expression. (E) Histogram showing number of DEGs, with blue representing upregulation, yellow downregulation and green the total number of DEGs. (F) Gene ontology (GO) enrichment of DEGs between the control and overexpression groups.

**Figure 5:**
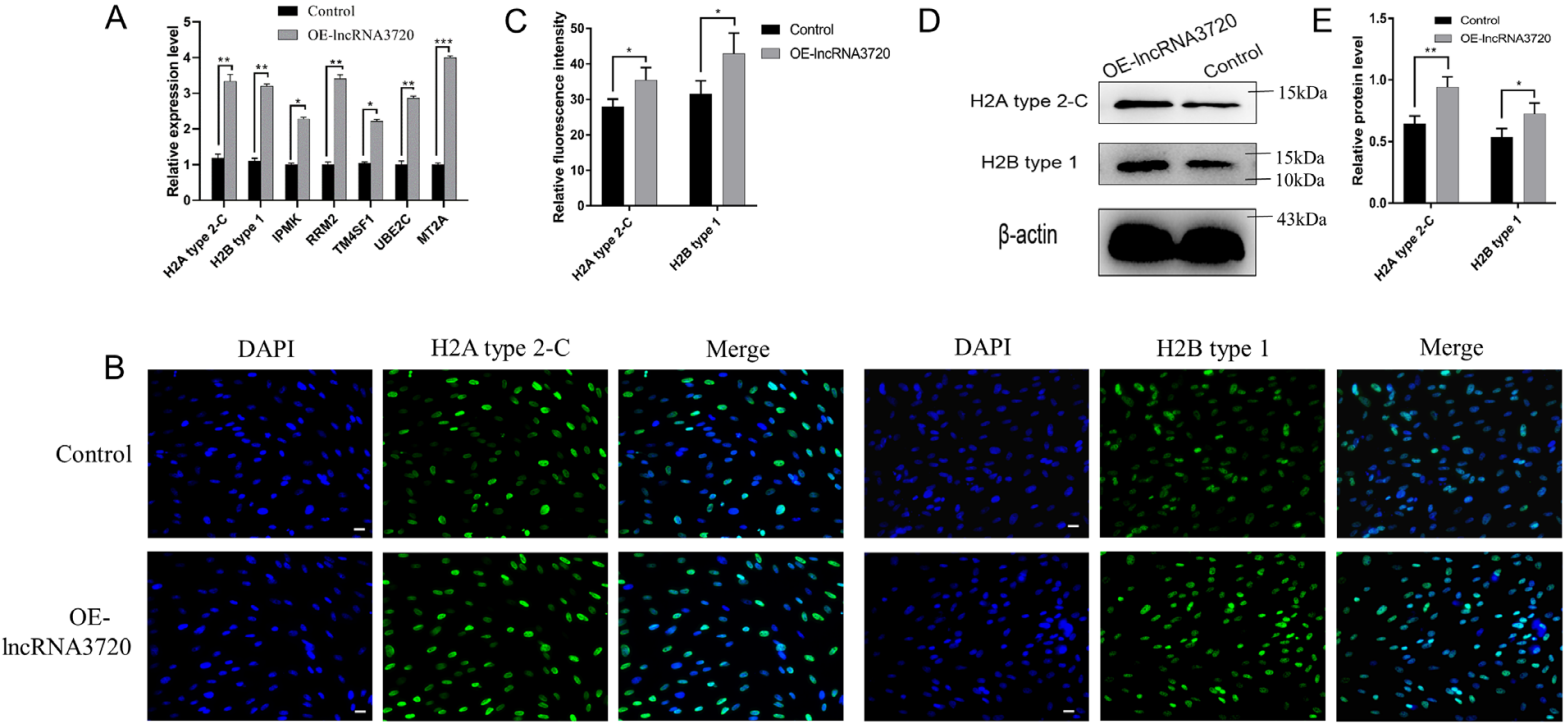
Regulation of histone H2A variant expression by *lncRNA3720*. (A) Expression of the seven genes from GFFs overexpressing *lncRNA3720*. OE (the *lncRNA3720* plasmid transfection group). ^*^P < 0.05,^ **^P < 0.01, ^***^P < 0.01. (B) Immunofluorescence staining for histone H2A type 2-C and H2B type 1. OE (the *lncRNA3720* plasmid transfection group). Scale bar, 20 µm. (C) Fluorescence intensity of histone *H2A* type 2-C and *H2B* type 1 in GFFs. ^*^P < 0.05. (D) Western blotting of histone *H2A* type 2-C and *H2B* type 1 in GFFs. (E) Relative protein level of histone H2A type 2-C and H2B type 1. ^*^P < 0.05,^ **^P < 0.01.

**Figure 6:**
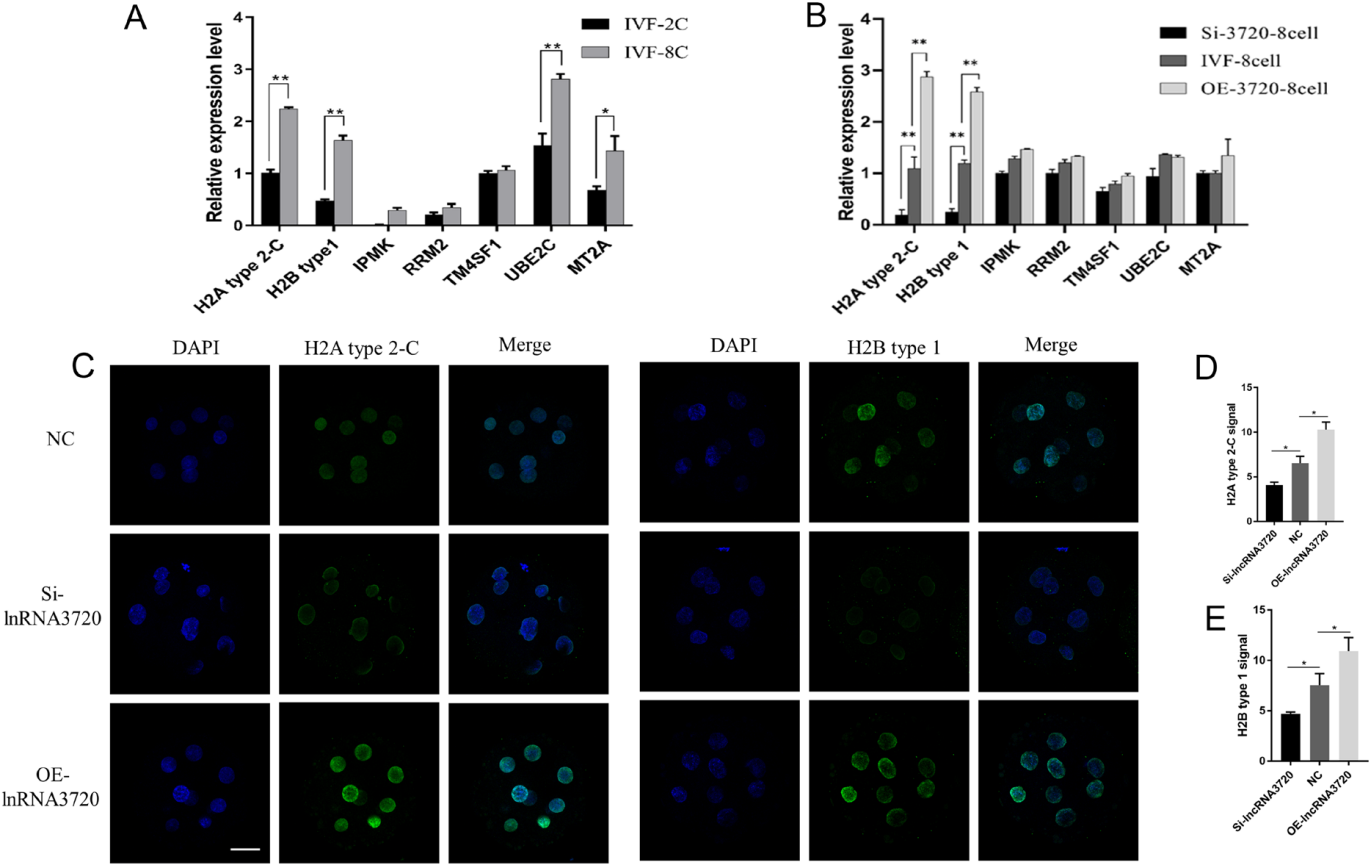
*lncRNA3720* maintains embryonic development by regulating histone H2A variant expression. (A) Analysis of overall transcript levels of the seven potential target genes in IVF-2c and IVF-8c embryos. ^*^P < 0.05, ^**^P < 0.01. Thirty embryos were used per gene. (B) Expression of the seven genes in IVF eight-cell-stage embryos after knockdown and overexpression of *lncRNA3720*. Si,* lncRNA3720* Smart Silencer injection; OE, *in vitro*-transcribed *lncRNA3720* injection. ^**^P < 0.01. Forty-five embryos were used per gene. (C) Immunofluorescence staining for histone *H2A* type 2-C and *H2B* type 1 expression. Scale bar, 50 µm. NC, non-target control RNA injection; Si, *lncRNA3720* Smart Silencer injection; OE, *in vitro*-transcribed *lncRNA3720* injection. (D) Fluorescence intensity of histone *H2A* type 2-C. ^*^P < 0.05. (E) Fluorescence intensity of histone *H2B* type 1. ^*^P < 0.05.

### Overexpression of *lncRNA3720* improves the developmental potential of SCNT embryos

Our results showed that the expression level of *lncRNA3720* influenced early development of IVF embryos and that the expression of *lncRNA3720* was lower in SCNT embryos; thus, we hypothesized that overexpression of *lncRNA3720* might improve the developmental potential of SCNT embryos. We injected* in vitro*-transcribed *lncRNA3720* into SCNT embryos to correct the low level of *lncRNA3720* (Fig. 7A) and showed that the blastocyst rate of SCNT embryos was increased (Fig. 7B and C). The expression of *EIF1AX*, *ZSCAN4*, *H2A* type 2-C and histone *H2B* type 1 were significantly increased by overexpressing *lncRNA3720* (Fig. 7D). The immunofluorescence indicated that the signal intensity of *H2A* type 2-C and* H2B* type 1 was significantly increased (Fig. 7E, F and G).

**Figure 7:**
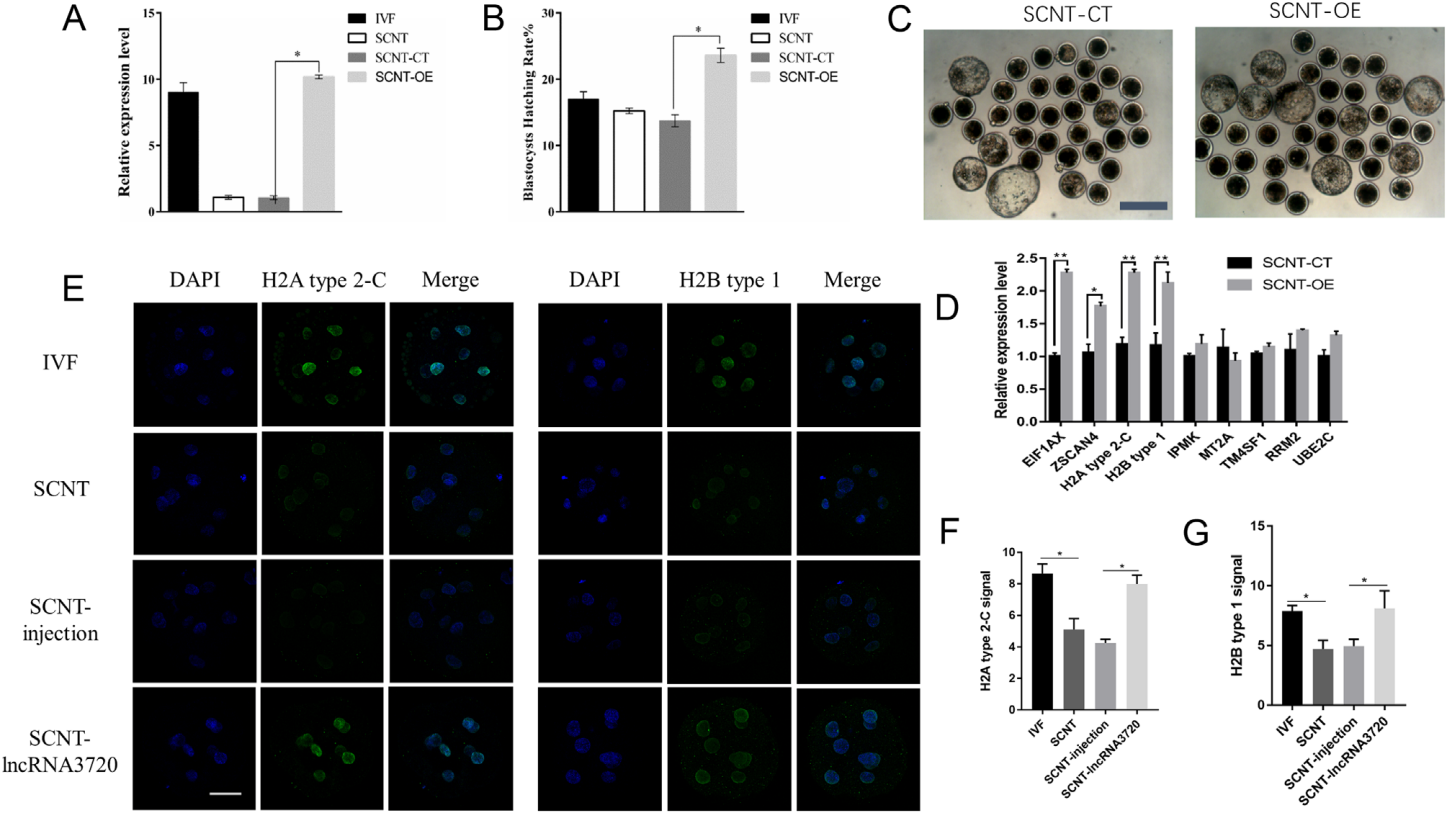
Nuclear transfer embryo compensation experiment. (A) Expression of *lncRNA3720* in IVF embryos, SCNT embryos, SCNT-CT embryos and SCNT-OE embryos by Q-PCR. SCNT-CT, non-target control RNA injection; SCNT-OE, *in vitro*-transcribed *lncRNA3720* injection. ^*^P < 0.05. Twenty embryos were used in each group. (B) Blastocyst rate of IVF embryos, SCNT embryos, SCNT-control embryos and SCNT-*lncRNA3720* embryos. SCNT-CT, non-target control RNA injection, SCNT-OE (*in vitro*-transcribed *lncRNA3720* injection). ^*^P < 0.05. Thirty, 35, 37 and 40embryos were used for the IVF, SCNT, SCNT Control and SCNT-OE groups, respectively. (C) Representative images of SCNT-control embryos and SCNT-*lncRNA3720* embryos at 8 days. Scale bar, 100 µm. (D) Potential target gene expression after nuclear transfer embryo compensation. SCNT-CT (non-target control RNA injection), SCNT-OE (*in vitro*-transcribed *lncRNA3720* injection). ^*^P < 0.05, ^**^P < 0.01. Thirty embryos were used for one gene. (E) Immunofluorescent staining of histone H2A type 2-C and histone H2B type 1 expression in eight-cell-stage embryos. SCNT-injection (non-target control RNA injection), SCNT-*lncRNA3720* (*in vitro*-transcribed *lncRNA3720* injection). Scale bar, 50 µm. (F) Fluorescence intensity of histone H2A type 2-C. SCNT-injection (non-target control RNA injection), SCNT-*lncRNA3720* (*in vitro*-transcribed *lncRNA3720* injection). ^*^P < 0.05. (G) Fluorescence intensity of histone H2B type 1. SCNT-injection (non-target control RNA injection), SCNT–*lncRNA3720* (*in vitro*-transcribed *lncRNA3720* injection). ^*^P < 0.05.

Embryo morphology assessment is the most commonly used parameter for measuring embryo quality. The segregation between the trophectoderm (TE) cells and the inner cell mass (ICM) occurs at the morula stage and continues during the blastocyst stage. Poor quality embryos may exhibit various features of apoptosis. Therefore, numbers of total cells, the ratio of the inner cell mass to the trophectoderm (ICM/TE) and the percent of apoptotic cells provide key information for the evaluation of embryo quality (Wydooghe *et al.* 2011). According to the terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assay, calculation of the percentage of apoptotic cells in blastocysts (Fig. 8A) showed that the level of apoptosis in the presence of overexpressed *lncRNA3720* was significantly lower than that in SCNT-injection embryos (Fig. 8B). Total and TE cell numbers were counted after CDX2 staining (Fig. 8C) and showed that the number of total and TE cells with overexpressed *lncRNA3720* was significantly higher than in SCNT-injection embryos (Fig. 8D and E).

**Figure 8:**
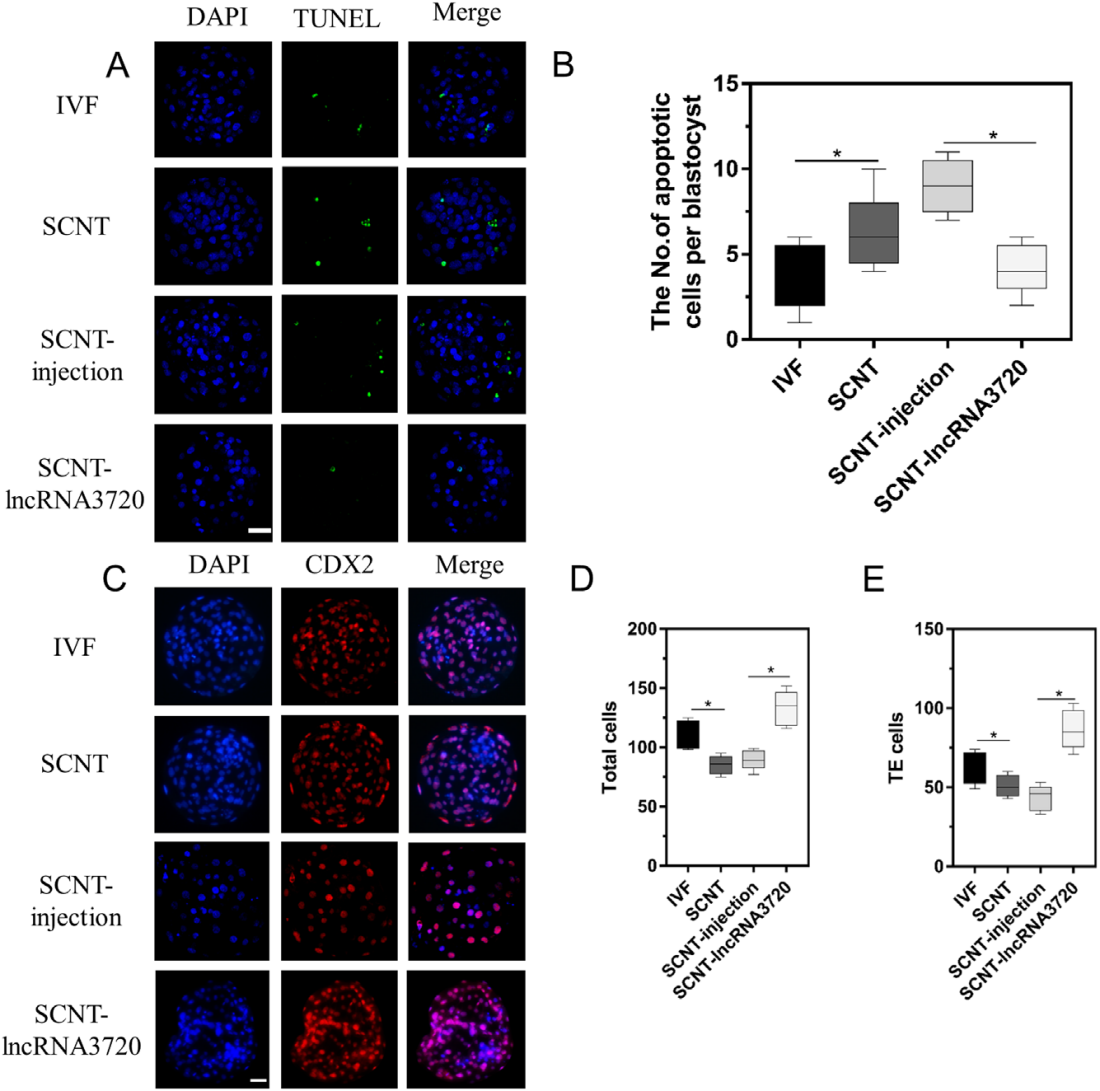
Nuclear transfer embryo compensation affects blastocyst quality. (A) The apoptotic cells show a green fluorescent signal in blastocysts. SCNT-injection (non-target control RNA injection), SCNT–*lncRNA3720* (*in vitro*-transcribed *lncRNA3720* injection). Scale bar, 50 μm. (B) Box plots indicate the number of apoptotic cells per blastocyst. *P < 0.05. Ten blastocysts were used in each group. (C) The TE and ICM nuclei were stained with DAPI (blue), the CDX2 antibody was indirectly labeled with Texas red resulting in a red fluorescent signal in TE cells in blastocysts. Scale bar, 50 μm. (D) Box plots show total cell numbers in blastocysts. *P < 0.05. Ten blastocysts were used in each group. (E) Box plots show the number of TE cells in blastocysts. *P < 0.05. Ten blastocysts were used in each group.

## Discussion

In recent years, an increasing number of studies have found that abnormal epigenetic modification is an important factor affecting the development of SCNT embryos. The efficiency of SCNT in mice (Liu *et al.* 2016*a*), cattle (Liu *et al.* 2018) and goats (Han *et al.* 2018) can be significantly improved by treating donor cells or embryos with epigenetic regulatory factors. This study is the first to show that overexpression of *lncRNA3720* significantly improves the development rate and quality of SCNT embryos and confirms the importance of assessing the function of non-coding sequences for understanding the unique early embryonic development mechanism of domestic animals. SCNT is a complex process, which can reprogram terminally differentiated cells into a totipotent state and eventually produce a complete individual. Abnormal reprograming is one of the main reasons for the low efficiency of SCNT (Loi *et al.* 2016); therefore, analysis of the key factors and regulatory mechanisms of abnormal development of SCNT embryos is an important way to improve the efficiency of SCNT. In the present study, we found that *lncRNA3720* was important for early embryonic development and SCNT reprograming, possibly by regulating key EGA genes and histone H2A variants.

EGA is an important process in early embryo development, and it was found to be deficient in SCNT embryos (Loi *et al.* 2016). Thus, we analyzed the key regulators in the EGA process to improve the efficiency of SCNT. Previous studies have shown that EGA occurs at the eight-cell stage in goats, which is characterized by significantly higher transcription levels than at other stages (Deng *et al.* 2019). We used RNA-seq to construct a transcript library of goat IVF-2c, IVF-8c and SCNT-8c embryos, and the sequencing data confirmed that the transcription level of IVF-8c embryos was higher than that of IVF-2c. 

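At a limit of 1 FPKM, 12266 mRNAs were detected in IVF-2c, 12085 in IVF-8c and 11930 in SCNT-8c, a difference of -181 between IVF-8c and IVF-2c. The order depended on the limit: the difference was -520 at 5 FPKM, while IVF-8c had 706 more mRNAs than IVF-2c at 0.1 FPKM. After median-ratio scaling, which moves all transcripts of a library alike across the limit, IVF-8c had 682 more. On the deposited values, 36.7% of the 14235 mRNAs at 1 FPKM or more in a library were higher in IVF-8c than in IVF-2c, and after scaling, which centres the ratios, it was 48.9%. FPKM gives each transcript relative to the mapped fragments of its own library, so the amount of RNA per embryo is not contained in these values. The EGA gene EIF1AX (XM_005701009.2) was at 47.0 FPKM in IVF-2c, 230.5 in IVF-8c and 96.9 in SCNT-8c.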

The lncRNAs were highly expressed in early embryos, especially at the eight-cell stage, while the expression level in SCNT-8c embryos was lower than that in IVF-8c embryos. 

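The number of lncRNAs at 1 FPKM or more was 12458 in IVF-8c, 10506 in IVF-2c and 10398 in SCNT-8c. IVF-8c kept the highest number at a limit of 0.1 FPKM (24422 against 19675 in IVF-2c and 22025 in SCNT-8c) and at 5 FPKM (3347 against 3143 and 2922), and after median-ratio scaling it had 13758 lncRNAs against 9130 in IVF-2c and 10441 in SCNT-8c. By the sum of FPKM over all lncRNAs the order was different, with 126105 in IVF-2c, 117374 in IVF-8c and 109662 in SCNT-8c. Median-ratio scaling, applied to the sums after the data had been seen, divides each sum by 1 factor and gave 135270 in IVF-8c against 103421 in IVF-2c and 110204 in SCNT-8c, so the order of the sums is set by the choice of scale. Each number comes from 1 library of pooled embryos.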

We screened 12 candidate lncRNAs during EGA in goat early embryos and determined the most highly expressed lncRNAs in IVF-8c embryos compared to IVF-2c and SCNT-8c. We identified one lncRNA (*lncRNA3720*) that may be a key promoter of embryonic development in goats. The role of histone variants during early development has been a major field in cell reprograming research, but further work is needed. The histone H2A family has more than 19 genes in humans and mice. Non-allelic variants include the species-conserved *H2A.X*, *macroH2A*, *H2A.Bbd* and *H2A.Z*. Several studies have reported that non-allelic histone *H2A* variants dramatically changed during genome remodeling in both IVF and SCNT embryos (Nashun *et al.* 2011, Wu *et al.* 2014, Duan *et al.* 2019); however, little is known about the canonical histone variants, *H2A1* and *H2A2*, as subfamily members in the early development of mammalian embryos. A previous study reported that histone H2A type 2-C was highly expressed in undifferentiated mammary epithelial cells and regulated oncogenic signaling (Monteiro *et al.* 2017). The pathways involved in the early embryonic development of the goat need to be further investigated.

With the development of high-throughput sequencing technology, the accumulated mammalian transcriptome data have been used to search for new functional genes. In the early development of mammals, more lncRNAs have been found by bioinformatics analysis to be involved in development and highly expressed at specific developmental stages (Li *et al.* 2016, Qiu *et al.* 2016, Arlic *et al.* 2017). However, due to the complexity of the regulatory mechanism of lncRNAs and the limitation of early embryo samples, the function of only a few lncRNAs have been characterized (Durruthy-Durruthy *et al.* 2016, Wang *et al.* 2016, Wang *et al.* 2018). Several studies have reported that lncRNAs can modulate gene expression during ZGA and was important for preimplantation development in mice (Arlic *et al.* 2017, Wu *et al.* 2018). Similarly, in goats, lncRNAs have been found to regulate stage-specific expression in early embryos and play vital roles during ZGA (Deng *et al.* 2018, Ling *et al.* 2019). At present, only one study reported the expression landscape of lncRNAs and that was in mouse SCNT embryos (Wu *et al.* 2018). The function and regulatory mechanism of lncRNAs in SCNT reprograming remain unclear. In this study, we found that lncRNA3720 was involved in early embryonic development and improved SCNT efficiency in goats, which emphasizes the importance of analyzing the function of lncRNAs for improving the reprograming of SCNT embryos.

In conclusion, we found that *lncRNA3720* was involved in early embryonic development in goats and affected the expression of the key EGA genes, *ZSCAN4* and *EIF1AX*, and the histone variant genes, histone *H2A* type 2-C and histone *H2B* type 1. Overexpression of *lncRNA3720* significantly improved the blastocyst rate and quality of SCNT embryos. Our findings highlight the critical roles of lncRNAs in promoting embryonic development and nuclear reprograming of SCNT and have great application value in the selection and breeding of superior goat breeds.

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Funding

This study was supported by National Natural Science Foundation of China (grant numbers 32072805) and Key Research and Development Projects of Shaanxi Province (grant numbers 2022NY-048).

## Author contribution statement

JMM analyzed the RNA-Seq data and performed experiments and wrote this paper. ZL designed the study and wrote the original draft. YHW performed WB and IF. ZJL performed microinjection. MHW created the graphs. CYZ collected sperm. ZJC provided resources. The other authors reviewed and approved the submit manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

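The data were 9 libraries of goat RNA. The embryo experiment had 3 libraries, 1 each for IVF-2c, IVF-8c and SCNT-8c, and each library came from 15 embryos. The experiment in goat fetal fibroblasts (GFFs) had 3 libraries of cells transfected with the empty pcDNA3.1(+) vector (GFF-control) and 3 of cells transfected with the vector carrying lncRNA3720 (GFF-lncRNA3720), collected 36 h after transfection. Conditions and replicates were taken from the sample labels, the paper's methods and the column names of Fig. 4D. The labels name the margin of the ear as the source of the GFFs and the paper a female fetus. The number of columns without a sample was 0.

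All values used were FPKM, as the authors deposited them. The authors assembled lncRNA transcripts with Cufflinks, filtered them on length, exon number, coverage, known annotation and coding potential, and calculated FPKM with Cuffdiff. For the mRNA transcripts of the same libraries they deposited FPKM by RefSeq accession, and for the GFFs FPKM per gene. The genome build, the annotation release and the aligner are not stated in the paper's text, nor are the counter and the test used for the GFFs. The paper defines a DEG in GFFs by an FDR under 0.05 and a fold change above 2, and a differentially expressed transcript in embryos by a corrected q value under 0.05 and an absolute log2 fold change above 2.

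From the GFF table, genes with a mean of at least 0.5 FPKM over the 6 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 0.1), without a block and with Benjamini-Hochberg adjustment. On simulated fragments for the comparison of GFF-lncRNA3720 with GFF-control, in which 191 of the 13096 genes tested had been changed by a log2 fold change of 2, this fit called 188 of them and 6 unchanged genes. The simulated spread between replicates beyond counting noise was set by a dispersion of 0.002, and all other genes were left unchanged. These numbers therefore give no rate of false calls for the DEGs of the real libraries. Whole fragments per gene were recovered from the FPKM values as the smallest whole numbers that fit all 6 libraries within 0.0001 fragments. On simulated fragments for the same table (19249 genes), 97.8% of genes came back exactly and all up to a common factor, so the totals are lower limits that came to 99.3% of the simulated totals. The recovered fragments, between 10728265 and 13424510 per library, gave the depth, the floors of 3 fragments over a group for genes at 0, and a second test with limma's voom. The replicate numbers shared by the 2 groups were not used as a pairing in the main test.

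From the embryo tables, log2 ratios of FPKM + 0.1 were calculated between libraries with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and transcripts with a log2 ratio above 2 and at least 1 FPKM in the higher library were counted. With 1 library per condition no test was run and no p-value calculated. The depth of the embryo libraries is unknown, since the values do not fall on whole fragments. The counting was tested on simulated data for the lncRNAs of IVF-8c against IVF-2c, where it found 200 of 200 transcripts changed by a factor of 8 among 36240. No noise between libraries was simulated, so this checks the counting alone and gives no rate of false calls.

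Gene names were taken from a RefSeq table of the assembly ARS1.2, which lists 28911 genes. Of the 30147 mRNA accessions, 761 matched with their version and 13518 without it, and of the 19781 GFF features 0 matched. Genes named in the text were chosen by a rule fixed before the data were examined. They are the lncRNAs and genes the paper names, the GFF DEGs with the largest absolute log2 fold change whose 2 groups do not overlap, and in each embryo comparison the 2 largest rises and the 2 largest falls among lncRNAs and among mRNAs with at least 10 FPKM in the higher library. The rule allowed 5 rising and 5 falling DEGs in GFFs, of which 2 of each are given because the gene numbers carry no names.

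The alternatives fixed before the data were examined were other pseudocounts, filters, scalings and thresholds, other variance priors, the replicate number as a block, and the omission of each GFF library. Tests on the recovered fragments, the scaling of the lncRNA sums and a pseudocount of 1 in the medians of selected lncRNAs were added afterwards. Several planned results were left out. The gene set tests in GFFs and the overlap of DEGs between GFFs and embryos need gene names for the GFF table and were not analysed here. The planned medians of an oocyte list and of a fibroblast matrix list in the embryos are void, because 9 of 20 and 11 of 20 of their genes were matched, under the limit of 80%. Of the genes the paper names, TM4SF1, EIF1AX and GAPDH were matched in the embryo mRNA table by accession, and the others were not analysed here. The lists of S phase (23 of 43), G2/M phase (34 of 54) and interferon-stimulated genes (16 of 39) had been planned for the GFFs only. GO and KEGG enrichment and the search for genes near the candidate lncRNAs were not analysed here. RT-qPCR, immunofluorescence, western blots and embryo development rates are not part of these data.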

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

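The test of the length of gene21344 and the test of the other mRNAs in IVF-2c were set out before their values were calculated, although both patterns had been seen.

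In GFFs, gene21344 had a mean of 204.1 FPKM in the 3 GFF-lncRNA3720 libraries and was at 0 in the 3 GFF-control libraries. It drew attention as a signal above the control samples in a gene that the paper does not list by this number. Since the files do not pair the number with a name, whether the paper reports on the gene under another name is unknown. In all, 37 genes were at 0 in every control library and above 0 in every GFF-lncRNA3720 library, and the one with the next highest mean, gene19440, was at 1.29 FPKM. A difference in depth cannot account for it, since between 2431 and 2960 fragments lay behind each value of gene21344 and the GFF-lncRNA3720 libraries were at most 1.25 times as deep as the first control library. A candidate explanation is that these are fragments of the transfected lncRNA3720 insert, counted on the gene from which the transcript comes. The value of 1 fragment gives gene21344 a length of 1051 bp, an upper limit because the recovered total behind it is a lower limit. For the full-length lncRNA3720 the paper gives 1120 bp, a factor of 1.07 from that upper limit. That test is weak, because 21.5% of the 19781 features had a length within a factor of 1.5 of 1120 bp. The length is near the one the explanation needs, but it does not identify the gene, and an endogenous gene switched on by the lncRNA3720 transcript stays open and was not tested. The control cells were transfected with the empty vector, so transfection alone cannot account for it.

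In embryos, the mRNA XM_013971491.1 was at 391451 FPKM in IVF-2c, 28.0% of the sum of all mRNA values there, and was listed at 0 in IVF-8c and SCNT-8c. It drew attention as a signal in a transcript that the paper does not list by this accession, and since the RefSeq table gives it no name, whether the paper discusses its gene is unknown. The next highest mRNA in IVF-2c, NM_001287029.1, was at 126723 FPKM. Whether XM_013971491.1 took a large share of the IVF-2c fragments and lowered every other value there stays open. The median log2 ratio of IVF-8c over IVF-2c across the other 14234 mRNAs was -0.40, but what it would have been without this transcript is unknown, and a share of FPKM is not a share of fragments. The other mRNAs summed to 1004246 FPKM in IVF-2c against 1128122 in IVF-8c and 1084391 in SCNT-8c. An FPKM of this size in a short transcript, a failed estimate in the eight-cell libraries and a maternal transcript that is lost by the eight-cell stage stay open as well. They were not tested further, since the table gives neither lengths nor fragment counts and each stage has 1 library.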

How the results depend on the processing

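The alternatives named here were set before the data were examined, except the tests on recovered fragments (limma's voom and the libraries thinned to equal depth) and the scaling of the lncRNA sums, which were chosen after seeing the data. Where a count changed, the cause was not tested unless a cause is stated.

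In GFFs, 820 DEGs (357 upregulated, 463 downregulated) were found. The 17 alternatives set beforehand kept the total within 1.5 times of this except for 3. A pseudocount of 1 gave 359 DEGs (210 upregulated, 149 downregulated), and 355 of these were among the 820. It shrinks the fold changes of low genes by construction. A minimum mean of 5 FPKM gave 318 (196 and 122) among 8000 genes tested, fewer than the 13094 of the reported test, and 316 of them were among the 820. An FDR under 0.05 without a fold change limit gave 6753 (3907 and 2846). Without a filter on low values, 719 genes were downregulated among 19781 tested, with a total of 1122. With each GFF library left out in turn, the number of DEGs stayed between 800 and 853, upregulated DEGs between 352 and 377 and downregulated DEGs between 435 and 480. limma's voom on the recovered fragments gave 921 DEGs with the filter and, without it, 1620 (498 upregulated, 1122 downregulated). The self-test of voom with the filter recovered 190 of 191 changed genes with 1 unchanged gene called, on fragments simulated with a dispersion of 0.002.

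The direction of the balance between up and down was less stable than the number of DEGs. Downregulated genes were 56.5% of the DEGs as reported and 64.1% without a filter, but 41.5% with a pseudocount of 1, 38.4% with a minimum mean of 5 FPKM, 46.2% with quantile normalization of the log values and 42.1% without a fold change limit. No single library decided it: with each left out, the share stayed between 53.9% and 57.5%.

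The replicate numbers 1 to 3 are shared by the 2 GFF groups, but nothing in the paper or labels says that they pair the libraries. The deviations of same-numbered libraries from their group means correlated across genes at -0.04, 0.01 and -0.10. For libraries with different numbers the correlations lay between -0.07 and 0.11. No pairing by number was visible, but a pairing that leaves no shared deviation is not excluded. With the replicate number as a block, 834 genes were DEGs, 362 upregulated and 472 downregulated, and 814 of them were among the 820.

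gene21344, gene91 and gene10085 passed both DEG thresholds under every such alternative in which they were tested, with limma's adjusted p at most 6.8e-08, 7.9e-05 and 0.0027. For gene91 and gene10085 this is no independent check, because the alternatives reuse the same 10 and 12 fragments or part of them. gene19440, with 6 fragments in all, passed in the 15 of these alternatives in which it was tested. It did not pass after thinning to equal depth, where limma's adjusted p was 0.086 with the filter and 0.12 without. Without GFF-lncRNA3720 replicate 2 its mean fell below the filter.

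In embryos, where no test was possible, each count depended on the rule. In the order lncRNAs higher and lower in IVF-8c than in SCNT-8c, lncRNAs higher and lower in IVF-8c than in IVF-2c, and lncRNAs higher in IVF-8c than in both, a pseudocount of 1 gave 2169, 1308, 2660, 1505 and 1963. A minimum of 5 FPKM gave 1472, 930, 1744, 1160 and 1361, and no minimum gave 10593, 7548, 11725, 7419 and 8610. For mRNAs higher and lower in IVF-8c than in SCNT-8c and higher and lower in IVF-8c than in IVF-2c, a pseudocount of 1 gave 119, 64, 879 and 359, and a minimum of 5 FPKM gave 126, 59, 862 and 515. No minimum gave 959 mRNAs higher and 677 lower in IVF-8c than in SCNT-8c. A log2 limit of 1 gave 1308 and 923 against SCNT-8c and 2594 and 4023 against IVF-2c. Under that limit 39.2% of the mRNAs that differ between IVF-8c and IVF-2c were higher in IVF-8c, a reversal of the balance at the limit of 2 (60.2%). Median-ratio scaling left 623 mRNAs lower in IVF-8c than in IVF-2c.

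The number of lncRNAs detected in IVF-2c, IVF-8c and SCNT-8c was 19675, 24422 and 22025 at 0.1 FPKM and 3143, 3347 and 2922 at 5 FPKM. For mRNAs it was 18628 in IVF-8c and 18182 in SCNT-8c at 0.1 FPKM, and 7472, 6952 and 6903 in IVF-2c, IVF-8c and SCNT-8c at 5 FPKM. The difference in the number of mRNAs between IVF-8c and IVF-2c was -181 at 1 FPKM and -520 at 5 FPKM, but 706 at 0.1 FPKM and 682 after median-ratio scaling, where IVF-8c had more. The sum of FPKM over all lncRNAs was lower in IVF-8c than in IVF-2c, by a difference of -8731, and 31849 after median-ratio scaling, a reversal that follows from the factors alone, since each sum is divided by 1 factor.

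The log2 ratio of lncRNA3720 in IVF-8c over IVF-2c, 8.54, was 6.73 with a pseudocount of 1, 8.95 with a pseudocount of 0.01 and 8.94 after median-ratio scaling. Over SCNT-8c it was 3.11 and became 3.04, 3.12 and 3.31. Without replicates, the spread that these differences would have to be set against is unknown.

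The gene set tests in GFFs, the overlap of GFF DEGs with embryos and the medians of the oocyte and fibroblast matrix lists were not run under any setting, because the GFF features have no names and too few list genes were matched in the embryos. In GFFs, depth limits what can be said of genes with few fragments: 3 fragments over a group is the floor for a gene at 0.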

Differences from the paper's values

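For downregulated DEGs in GFFs, 463 were found here and the paper reports 709, while the paper's totals of 1071 DEGs and 362 upregulated genes lie within 1.5 times of the 820 and 357 found here. Among the alternatives set before the data were examined, the number of downregulated DEGs was within 1.5 times of the paper's without a filter on low values (719), with a pseudocount of 0.01 (536), with median-ratio scaling (484) and without GFF-control replicate 3 (476), GFF-lncRNA3720 replicate 2 (480) or GFF-lncRNA3720 replicate 3 (476). It was not with a pseudocount of 1, a minimum mean of 5 FPKM, quantile normalization, a constant or a robust variance prior, the replicate block, no fold change limit or an FDR under 0.01, nor without GFF-control replicate 1 or 2 or GFF-lncRNA3720 replicate 1. limma's voom on the recovered fragments (544 with the filter) and thinning to equal depth without a filter (678) also came within 1.5 times, while voom without a filter (1122) and thinning with the filter (450) did not, and all of these were chosen after seeing the values. How many of the paper's own DEGs these settings drop was not analysed, since the paper's list is not used here. Upregulated DEGs numbered 362 with the replicate number as a block, the same number as in the paper.

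In embryos, the paper reports 61 lncRNAs and 50 mRNAs that were higher in IVF-8c than in SCNT-8c, and the fold rule gave 6157 and 449. None of the alternatives set before the data were examined came within 1.5 times: they gave between 1472 and 10593 lncRNAs and between 119 and 1308 mRNAs. For lncRNAs higher in IVF-8c than in both IVF-2c and SCNT-8c the paper reports 12 and the fold rule gave 5306, with 1361 to 8610 under these alternatives. The paper's selection also required a corrected q value, which was not calculated here, so the counts are not on the same footing.

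The paper states that the sequencing data showed a higher transcription level in IVF-8c than in IVF-2c embryos. The number of lncRNAs at 1 FPKM or more was higher in IVF-8c (12458 against 10506), but the number of mRNAs was lower (12085 against 12266), and the median log2 ratio of IVF-8c over IVF-2c across mRNAs was -0.40 on the deposited values and -0.03 after median-ratio scaling, which centres the ratios. At 0.1 FPKM and after median-ratio scaling IVF-8c had more mRNAs than IVF-2c, by 706 and 682. By the fold rule 1652 mRNAs were higher in IVF-8c and 1094 lower, a balance that reversed at a log2 limit of 1 (2594 and 4023). Since FPKM does not contain the amount of RNA per embryo, these values do not decide the paper's statement.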

Other observations

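The tests of selection, depth and background were set out before their values were calculated, but after the numbers of higher and lower transcripts and DEGs had been seen. The test of lncRNAs at 10 FPKM or more was chosen after the result at 1 FPKM was seen, and thinning to equal depth and the pseudocount of 1 in the lncRNA medians after seeing the data.

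A hypothesis on the lncRNAs is that part of the difference between IVF-8c and SCNT-8c comes from choosing them by their value in the single IVF-8c library. Among the 6940 lncRNAs chosen because they were higher in IVF-8c than in IVF-2c, the median log2 ratio of IVF-8c over SCNT-8c was 3.90, and 94.4% were higher in IVF-8c. Choosing them the other way round gave the opposite direction: among the 4393 lncRNAs that were higher in SCNT-8c than in IVF-2c, the median log2 ratio of SCNT-8c over IVF-8c was 3.78, and 16.7% were higher in IVF-8c. The same held for lncRNAs at 10 FPKM or more, with a median of 7.07 among 617 chosen in SCNT-8c, so it was not limited to low values. The pseudocount sets much of the size of these medians, because 61.3%, 59.6% and 67.6% of the lncRNAs in these sets were listed at 0 in IVF-8c or SCNT-8c. With a pseudocount of 1 in the ratio they were 1.42, 1.26 and 3.84, in the same directions. These results are consistent with selection as a source of part of the difference. Selection does not account for all of it, because among 6131 lncRNAs chosen by the mean of both eight-cell libraries, which treats them alike, 64.6% were higher in IVF-8c. Whether that remainder is a difference between IVF and SCNT embryos or between 1 library and another stays open without replicates.

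For mRNAs the same test argued against selection as the whole of the difference, although its size did follow the choice. The 1652 mRNAs chosen by their rise in IVF-8c had a median log2 ratio of IVF-8c over SCNT-8c of 0.74, with 83.9% of them higher in IVF-8c. Among 1407 chosen by the mean of both eight-cell libraries, it was 0.52, with 74.3% higher in IVF-8c. The 1190 chosen by their rise in SCNT-8c were still lower in SCNT-8c than in IVF-8c, with a median log2 ratio of SCNT-8c over IVF-8c of -0.20 and 59.7% of them higher in IVF-8c. After median-ratio scaling this median was -0.23. A weaker rise of the mRNAs activated by the eight-cell stage in the SCNT-8c library stays open as a biological explanation, with 1 library per condition and no test possible. The median over all mRNAs was close to 0 in this comparison, -0.02.

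In GFFs, the balance of DEGs changed with expression level. With no filter, downregulated genes were 81.1% of the DEGs at a mean under 0.5 FPKM, 82.2% at 0.5 to 1 FPKM, 64.4% at 1 to 5 FPKM, 40.6% at 5 to 20 FPKM and 32.1% at 20 FPKM or more, and the median log2 fold change of all genes in these classes was -0.15, -0.23, -0.09, 0.06 and 0.16. The GFF-lncRNA3720 libraries were deeper, but thinning every library to 10728265 fragments left 63.1% of the DEGs downregulated without a filter, which argues against depth as the cause. A constant background of fragments in the control libraries, as from genomic DNA, was not excluded for genes under 1 FPKM. The mean excess of the controls was 0.0284 FPKM in genes at 0.05 to 0.1 FPKM and 0.141 FPKM in genes at 0.5 to 1 FPKM, 4.98 times as much, but the classes were set by the mean over all 6 libraries, which limits the excess that a low class can hold. The controls were 1.49 times as high as GFF-lncRNA3720 in the lower class and 1.22 times in the higher one. Of the DEGs at 1 to 5 FPKM without a filter, 215 were downregulated and 119 upregulated. A constant excess of 0.141 FPKM is too small to change genes at that level by a factor of 2. This argues against a constant background as the cause of those 215 downregulated DEGs. A biological explanation, such as a response of the cells to the lncRNA3720 transcript, stays open, as does any step of culture or library construction that was shared within a group and differed between the groups.

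Of the genes tested in GFFs, 51.6% had an adjusted p under 0.05 from limma, mostly with small changes. Of the 10 ways to split the 6 libraries into 2 groups of 3, the real one was the 1 with 820 DEGs, and the 9 others, each of which mixes the groups, gave 0 each by limma, with 118 to 197 genes at an unadjusted p under 0.05 against 7541 in the real split. Chance cannot be excluded by this count, because with 10 splits the share cannot be lower than 0.1.

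Some values bear on genes the paper measured by RT-qPCR. The RNA-seq values of TM4SF1 rose from 0.214 FPKM in IVF-2c to 210.1 FPKM in IVF-8c for XM_013965820.1, while Fig. 6A shows similar RT-qPCR levels of TM4SF1 in both stages. GAPDH (XM_005680968.2), which has primers in Table 2, was at 193.8 FPKM in IVF-2c, 34.8 in IVF-8c and 55.6 in SCNT-8c, a log2 ratio of IVF-8c over IVF-2c of -2.47 and of -2.09 after median-ratio scaling. The paper names β-actin as the reference gene in Fig. 2B, and its text does not state what GAPDH was used for. EIF1AX, which the paper measured by RT-qPCR as an EGA gene, had a log2 ratio of IVF-8c over IVF-2c of 2.29 and of IVF-8c over SCNT-8c of 1.25.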
